# Analysis of the Transcriptome in Hyperoxic Lung Injury and Sex-Specific Alterations in Gene Expression

**DOI:** 10.1371/journal.pone.0101581

**Published:** 2014-07-08

**Authors:** Krithika Lingappan, Chandra Srinivasan, Weiwu Jiang, Lihua Wang, Xanthi I. Couroucli, Bhagavatula Moorthy

## Abstract

Exposure to high concentration of oxygen (hyperoxia) leads to lung injury in experimental animal models and plays a role in the pathogenesis of diseases such as Acute Respiratory Distress Syndrome (ARDS) and Bronchopulmonary dysplasia (BPD) in humans. The mechanisms responsible for sex differences in the susceptibility towards hyperoxic lung injury remain largely unknown. The major goal of this study was to characterize the changes in the pulmonary transcriptome following hyperoxia exposure and further elucidate the sex-specific changes. Male and female (8–10 wk) wild type (WT) (C57BL/6J) mice were exposed to hyperoxia (FiO_2_>0.95) and gene expression in lung tissues was studied at 48 h. A combination of fold change ≥1.4 and false discovery rate (FDR)<5% was used to define differentially expressed genes (DEGs). Overrepresentation of gene ontology terms representing biological processes and signaling pathway impact analysis (SPIA) was performed. Comparison of DEG profiles identified 327 genes unique to females, 585 unique to males and 1882 common genes. The major new findings of this study are the identification of new candidate genes of interest and the sex-specific transcriptomic changes in hyperoxic lung injury. We also identified DEGs involved in signaling pathways like MAP kinase and NF-kappa B which may explain the differences in sex-specific susceptibility to hyperoxic lung injury. These findings highlight changes in the pulmonary transcriptome and sex-specific differences in hyperoxic lung injury, and suggest new pathways, whose components could serve as sex-specific biomarkers and possible therapeutic targets for acute lung injury (ALI)/acute respiratory distress (ARDS) in humans.

## Introduction

Exposure to high concentration of oxygen (hyperoxia) leads to lung injury in experimental animal models and plays a major role in the pathogenesis of diseases such as Acute Respiratory Distress Syndrome (ARDS) and Bronchopulmonary dysplasia (BPD) in humans [1]–[3]. Reactive oxygen species (ROS) generated during hyperoxia exposure result in damage of many cellular components including DNA, proteins and lipids and ultimately leading to epithelial and endothelial cell death in the lung. Hyperoxia is also associated with increased expression of cytokines that sequester and activate inflammatory cells, most notably, neutrophils [4], [5]. Together these events lead to pulmonary edema and atelectasis, which are the key histopathological findings in acute lung injury [6]. Hyperoxia exposure leads to pathological changes similar to ARDS in other mammalian species [1]–[5], [7], [8].

Sex-specific differences in lung injury have been established both in animal models of acute lung injury (ALI) and observed in epidemiological studies in human patients. Males with ARDS have a higher mortality rate compared to females [9]–[11]. Sex-based differences have also been observed in diseases such as idiopathic pulmonary fibrosis and asthma [12]–[15]. In premature neonates, male sex is considered to be an independent risk factor for the development of BPD [12], [16]–[18]. The reasons behind these sex-biased differences in lung injury are not well elucidated yet. Differences in lung development among male and female fetuses may contribute to these differences. Hormonal differences between males and females are also thought to play a role [19], [20]. Estrogen is known to have a stimulatory and androgens an inhibitory effect on lung development [19]. Expression of enzymes involved in antioxidant defense pathways have also been shown to be different between male and female premature neonates [21], [22]. In acute lung injury models, testosterone was found to increase [23] and estrogen to ameliorate inflammation and injury [24]. Studies on sex hormones have identified some potential mechanisms behind the sexually dimorphic differences but more work is needed.

Like many other diseases genetic and non-genetic factors play a role in hyperoxic lung injury. Genetic susceptibility is thought to contribute to the development of BPD in human neonates [25]. Some mouse strains are resistant (C3, 129X1/SvJ), while others are susceptible (B6, A/J and D2) to hyperoxic lung injury [26]. *Nrf2*-ARE (antioxidant response element) signaling pathway has been identified as significant in many acute lung injury models [27]. QTL (quantitative trait loci) analyses has revealed other candidate genes; angiopoietin-1 (*Angpt1*) and oxidation resistance-1 (*Oxr1*) which may determine susceptibility to hyperoxic lung injury [28].

We have recently shown that after hyperoxia exposure, adult male mice show greater pulmonary edema, lung injury, inflammation and cell death compared to female mice [29]. However, the molecular mechanisms of sex differences are not completely understood. Sex-specific global gene expression in an animal model of hyperoxic lung injury has not been reported. In this study, we employed a non-biased approach to measure global changes in gene expression following hyperoxia exposure in the lung at 48 h and further studied the sex-specific changes in male and female mice.

## Materials and Methods

### Animals

This study was conducted in strict accordance with the recommendations in the Guide for the Care and use of Laboratory Animals of the National Institutes of Heath. The Institutional Animal Care and Use Committee (IACUC) of Baylor College of Medicine approved the protocol (Protocol number AN-907). All efforts were made to minimize suffering. Breeding pairs of mice were obtained from the Jackson Laboratory (Bar Harbor, ME). 8–10 week old male (C57BL/6J) or female mice were maintained at Texas Children's Hospital animal facility and used for the study. They were fed standard mice food and water *ad libitum*. Animals were maintained in a 12 h day/night cycle.

### Oxygen exposure

Mice were maintained in either room air (21% oxygen) or exposed to hyperoxia (95–100% oxygen) environment using pure O_2_ at 5 l/min for 24–72 h in a sealed Plexiglass chamber, as reported previously [30]. After sealing the chamber, the oxygen concentration in the plexiglass chamber was measured frequently by an analyzer (Getronics, Kenilworth, New Jersey). Purified tap water and food (Purina Rodent Lab Chow 5001 from Purina Mills, Inc., Richmond, IN) were available *ad libitum*. After hyperoxia exposure, the animals were anesthetized with 200 mg/kg of sodium pentobarbital (i.p.) and euthanized by exsanguination while under deep pentobarbital anesthesia. The lung tissues were harvested for further analysis.

### RNA isolation

We used a total of 12 animals per sex per treatment group. Total RNA from lung samples in mice exposed to room air or hyperoxia for 48 h was isolated using the miRNeasy kit as per the manufacturer's standard protocols (Qiagen, Valencia, CA, USA). Following total RNA isolation, sample concentration was assayed using a Nanodrop-8000 (Thermo Scientific, Wilmington, DE, USA). Sample Quality checks were done using the NanoDrop spectrophotometer and Agilent Bioanalyzer.

### Affymetrix Gene Chip Array Analysis

We used the Ambion (Life Technologies, Grand Island, NY, USA) WT Expression Kit protocol and reagents to convert total RNA into sense-strand cDNA. The cDNA was then fragmented and labeled using the Affymetrix GeneChip (Affymetrix, Santa Clara,CA,USA) WT Terminal Labeling Kit.

### Data analysis

We used 3 biological replicates in each group. The groups were: 1) Room air-male, 2) Room air-female, 3) Hyperoxia-male and 4) Hyperoxia-female (NCBI GEO accession number: GSE51039). To minimize the impact of individual mouse to mouse variability on the microarray data, each biological replicate was comprised of a randomized pool of lung RNA prepared from n = 4 mice. Gene expression in lung tissue was studied using the Mouse Gene 1.0 ST Array (Affymetrix). Raw gene expression data was preprocessed using ‘Robust Multichip Average’ methodology. A combination of fold-change (FC)≥1.4 and false discovery rate (FDR)<5% was used to define differentially expressed genes (DEGs). Overrepresentation of gene ontology terms representing biological processes among the DEGs was tested using a conditional hypergeometric test (p-value <0.01). Signaling pathway impact analysis (SPIA), was also performed, as this approach combines two types of evidence: (i) the over- representation of DEGs in a given pathway and (ii) the abnormal perturbation of that pathway, as measured by propagating measured expression changes across the pathway topology [31]. A significance threshold of 5% was used on the FDR corrected p-values in order to detect pathway significance.

### Real time qPCR validation

To validate microarray results, a subset of genes was validated by quantitative real-time PCR (qRT-PCR). Non-random sampling strategies have limited utility as gene selection procedures because the validation results may not generalize to the entire set of DEGs [32]. Therefore, we selected 5 genes (*Ankrd1*, *Slc7a5*, *Slc7a11*, *Egr1* and *Nqo1*) from the pool of DEGs in a random-stratified manner. For random- stratified sampling, the entire list of upregulated genes was rank ordered according to fold change; the data were then divided into 5 equal-sized bins and one gene per bin was selected randomly. In addition, we also selected five additional genes from the pool of genes showing sex-specific differential expression in the microarray experiment. RNA (50 ng), isolated as above, was subjected to one step real time quantitative TaqMan RT-PCR using 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA). Gene-specific primers purchased from life science technologies (Table 1) in the presence of TaqMan reverse transcription reagents and RT reaction mix (Applied Biosystems, Foster City, CA) were used to reverse transcribe RNA, and TaqMan Gene Expression probes and TaqMan Universal PCR Master Mix (Applied Biosystems, Foster City, CA), were used for PCR amplification. 18S was used as the reference gene. Concordance correlation coefficient (CCC) was used to measure the agreement between the log_2_ FC results from microarray and FC from qRT-PCR in both males and females. Data was processed and analyzed using Bioconductor software packages (*‘oligo’, ‘limma’, ‘GOstats’, ‘SPIA’, ‘HTqPCR’*) in R programming language [33], [34].

**Table 1:** List of genes selected for validation by qPCR analysis.

Gene symbol	Assay ID
Slc7a11	Mm00442530_m1
Ankrd1	Mm00496512_m1
Slc7a5	Mm00441516_m1
Nqo1	Mm01253561_m1
Egr1	Mm00656724_m1
BDNF	Mm04230607_s1
Pdk4	Mm01166879_m1
Agr2	Mm01291804_m1
IL1b	Mm00434228_m1
18s	Mm03928990_g1

### Histopathology, immunohistochemistry and western blot

The mice were maintained in either room air (21% oxygen) or exposed to hyperoxia (95–100% oxygen) environment using pure O_2_ at 5 l/min for 24 h, 48 h or 72 h in a sealed Plexiglass chamber, as described previously. Tracheotomy was performed on the anesthetized mice (n = 5/group) and the lung tissue was fixed by intratracheal instillation of 10% zinc formalin at constant pressure of 25 cm of H_2_O. Samples were left in solution for 24 h in formaldehyde, and then transferred to 70% ethanol for long-term storage. Routine histology was performed on lung tissues from individual animals following staining of the paraffin sections with hematoxylin and eosin. Five microns deparaffinized lung sections were immunostained with Anti xCT antibody (ab37186; dilution 1∶1000) followed by staining with biotinylated secondary antibodies (Vector Laboratories Burlingame, CA). For western blotting, lung whole protein (20 µg of protein) from individual male animals (n = 5/group) exposed to room air or to hyperoxia for 48 h, was prepared in Milliplex MAP lysis buffer (EMD Millipore) and used for apoprotein estimation. The primary antibody was the same as used in immunohistochemistry at a dilution of 1∶3000. For loading controls, the membranes were stripped and incubated with antibodies against β-actin, followed by electrochemical detection of bands. The statistical analysis of densitometric values was done using Students t-test and p value<0.05 was considered significant.

## Results

### Lung histopathology after hyperoxia exposure and sex-specific differences

Figure 1 shows representative lung fields at 10× magnification from male and female mice exposed to room air or 24 h, 48 h or 72 h of hyperoxia. Qualitative assessment of lung injury showed that at 24 h there were no appreciable signs of lung injury due to hyperoxia exposure on histopathology. After 48 h of hyperoxia exposure, there are signs of lung injury in the form of alveolar edema. After 72 h, extensive lung injury in the form of alveolar, perivascular and peribronchial edema and alveolar hemorrhage was seen. Male mice showed more injury compared to female mice.

**Figure 1:**
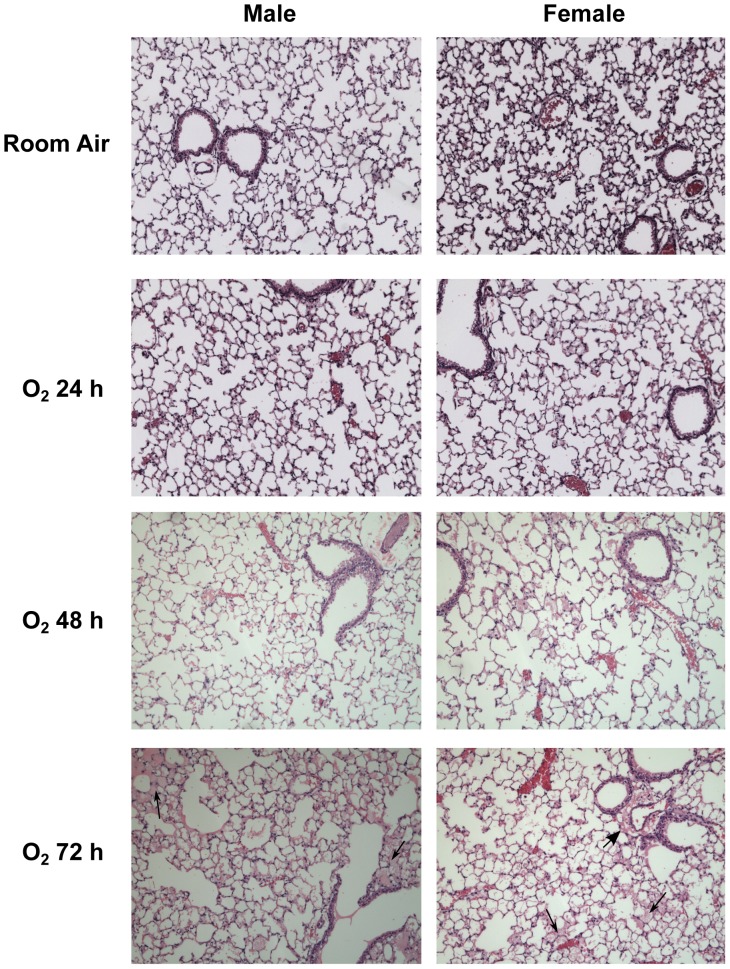
Representative hematoxylin eosin stained images from the lungs of male and female mice (n = 5 mice per group) exposed to room air or 24–72 h of hyperoxia. WT males show more alveolar edema and hemorrhage when compared to female mice. Thin arrows point to areas of alveolar edema. Thick arrow points to area of perivascular edema.

### Hyperoxia and sex-biased gene expression

After 48 h of hyperoxia exposure, a total of 2209 (upregulated (UR): 1385, downregulated (DR): 824) and 2467 (UR: 1549, DR: 918) genes were differentially expressed compared to room-air in females and males, respectively. 

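Lung RNA of male and female mice kept for 48 h in hyperoxia or in room air was measured on Affymetrix Mouse Gene ST arrays, on which short probes along each gene are combined into one value per transcript cluster. There were 3 arrays in each of the 4 groups, and each array carried a pool of lung RNA from 4 mice, so that the spread between arrays is a spread between pools and not between single mice. The authors deposited log2 values made by Robust Multichip Average, which corrects the background, brings the arrays to one distribution and summarises the probes. These values were used as deposited for 35556 transcript clusters, of which 21789 carry 1 gene symbol, 1621 carry several and 12146 are not listed in the annotation used. Median log2 values of the arrays ran from 8.12 to 8.20, and the correlation between arrays across clusters ran from 0.969 to 0.995. Group means of the 4 groups were fitted together with limma, which gives a log2 fold change of hyperoxia over room air in each sex and a test of whether the sexes differ in it (the interaction, the male minus the female log2 fold change). A cluster was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.4 in either direction, the thresholds of the paper, and no cluster was filtered out. Gene lists were tested with camera from limma at its preset correlation of 0.01, with adjustment over 39 lists. The number of arrays limits the precision of every value. The mean of 14 genes of squamous epithelium, such as keratins of the oesophagus, ranged from 7.52 to 11.42 on the log2 scale across the 12 arrays.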

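Srxn1, the sulfiredoxin that repairs oxidized peroxiredoxins, rose with log2 fold changes of 1.86 in females and 1.89 in males, and Fkbp5, a target of the glucocorticoid receptor, with 1.89 in females and 1.94 in males. Fosl1, a partner of Jun in the AP-1 transcription factor, rose with 1.84 in females and 2.34 in males. Aplnr, the apelin receptor of endothelial cells, fell with log2 fold changes of -2.40 in females (adjusted p = 1.22e-07 from limma) and -2.53 in males (adjusted p = 9.60e-08). Lrat, which esterifies retinol, fell with -2.04 in females and -2.56 in males, and Ednrb, an endothelin receptor, with -1.82 in females and -1.73 in males. In females 2318 transcript clusters were called, 1275 higher and 1043 lower in hyperoxia. In males 2609 were called, 1402 higher and 1207 lower. Of these, 1900 in females and 2106 in males carry 1 gene symbol. With arrays centred on the median, 1460 clusters were higher and 879 lower in females, and 1623 higher and 979 lower in males. The call of Fosl1 in females is lost without the 3 pools richest in squamous epithelium genes, which leaves 1 female room air array (log2 fold change 1.45, adjusted p = 0.0936 from limma).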

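Most of the transcript clusters called in one sex were called in the other. Hif1a, the oxygen-regulated subunit of hypoxia-inducible factor, rose with log2 fold changes of 1.07 in females and 1.05 in males. Bcl2l1, which encodes an inhibitor of apoptosis, rose with 1.06 in females and 1.25 in males, and Kdr, a receptor for vascular endothelial growth factor, fell with -0.99 in females and -1.05 in males. Transcript clusters called in both sexes numbered 1949, with 1120 higher and 829 lower in both and 0 called in opposite directions. Independent lists of these lengths would share 50.3 higher and 35.4 lower clusters. A further 369 clusters were called in females alone and 660 in males alone. Leaving out 1 array gave 348 to 570 in females alone and 559 to 887 in males alone. With array weights, whose fit stopped before it converged, the counts were 1710 and 559. The limma test of the interaction called 0 clusters at an adjusted p under 0.05, with 516 at an unadjusted p under 0.05 where chance alone gives 1777.8. Across the 2978 clusters called in either sex, which were chosen for their change, the fold changes of the sexes had a Pearson r of 0.97. Over all 35556 clusters r was 0.84, and 0.72 without female hyperoxia replicate 2. These are correlations across genes that are not independent replicates.

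**Figure D1:**
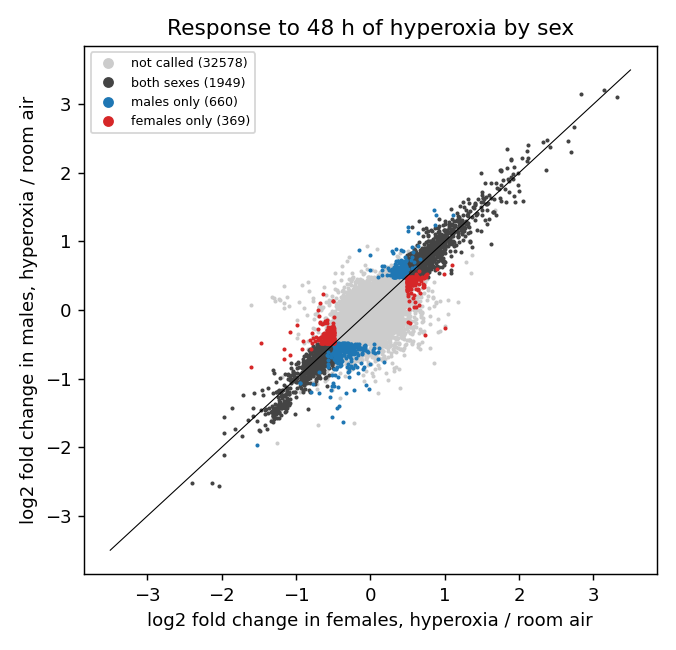
Log2 fold change of hyperoxia over room air in males against that in females, with 1 point per transcript cluster, coloured by the sex in which it was called, and the line of equal change. Clusters called in 1 sex lie beside the clusters called in both, near the line.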

Comparison of DEG profiles identified 327 genes unique to females, 585 unique to males, and 1882 common genes. Figure 2 shows the volcano plot of the DEGs (upregulated and downregulated) in males and females only and those that were differentially regulated irrespective of sex. Figure 3 shows the number of genes up and downregulated after hyperoxia exposure and the distribution in males and females, and those that were common to both male and female mice. Interestingly, 152 genes were upregulated in females only and 316 in males only. 

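Ccl22, a chemokine of dendritic cells and macrophages, was among the genes with the smallest interaction p-values, with log2 fold changes of 0.17 in females and -0.31 in males (interaction -0.48, standard error 0.11, adjusted p = 1.00), and Cd69, an early activation marker of lymphocytes, of 0.03 in females and -0.61 in males (interaction -0.64, standard error 0.16, adjusted p = 1.00). Slc40a1, the iron exporter ferroportin, had 1.00 in females and 0.71 in males (interaction -0.29, standard error 0.07, adjusted p = 1.00), and Angptl4, an inhibitor of lipoprotein lipase, 0.82 in females and 1.17 in males (interaction 0.35, standard error 0.09, adjusted p = 1.00). None of these passed adjustment in the limma interaction test, where the smallest adjusted p was 1.00, while adjusted over all 5 contrasts that of Cd69 was called (adjusted p = 0.0411). Adjusting the 5 contrasts together is more lenient for the interaction, since the many small p-values of the hyperoxia contrasts ease its threshold. Among the clusters called in females alone, 155 were higher and 214 lower, and among those called in males alone 282 were higher and 378 lower. Of the clusters called in males alone, 649 had the same sign in females and 404 had an adjusted p under 0.05 there with a fold change short of 1.4. Of those called in females alone, 361 had the same sign in males and 251 missed the fold threshold only.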

Among the downregulated genes, 175 were in females and 269 in males only as shown in Figure 3. Table 2 shows the genes with the highest fold change (≥4) in both males and females and (≥2) in males and females separately.

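Mthfd2, a mitochondrial enzyme of one-carbon metabolism, had log2 fold changes of 2.74 in females (standard error 0.06, adjusted p = 1.62e-08) and 2.67 in males (standard error 0.06, adjusted p = 1.91e-08) from limma. Ankrd1, a regulator in stretched or injured muscle and endothelium, rose with 2.70 in females and 2.31 in males. F3, tissue factor, the starter of clotting, rose with 2.42 in females and 2.37 in males, and Timp1, an inhibitor of matrix metalloproteinases, with 2.38 in females and 2.48 in males. Myc, a driver of cell growth, rose with 2.32 in females and 2.44 in males, and Ptgs2, cyclooxygenase-2, with 2.05 in females and 1.59 in males. All 19 transcript clusters that the table gives as common were called in both sexes, 17 of them at 4-fold or more in females and 16 in males. The 4 clusters listed for males were called in males and not in females, where their log2 fold changes ran from 0.51 to 0.87. The 1 cluster listed for females was called in females, at 0.99, and not in males, at 0.52. The interaction was not called for any of these in limma (adjusted p = 1.00 for Pdk4). These genes were chosen by the study on the same arrays.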

**Figure 2:**
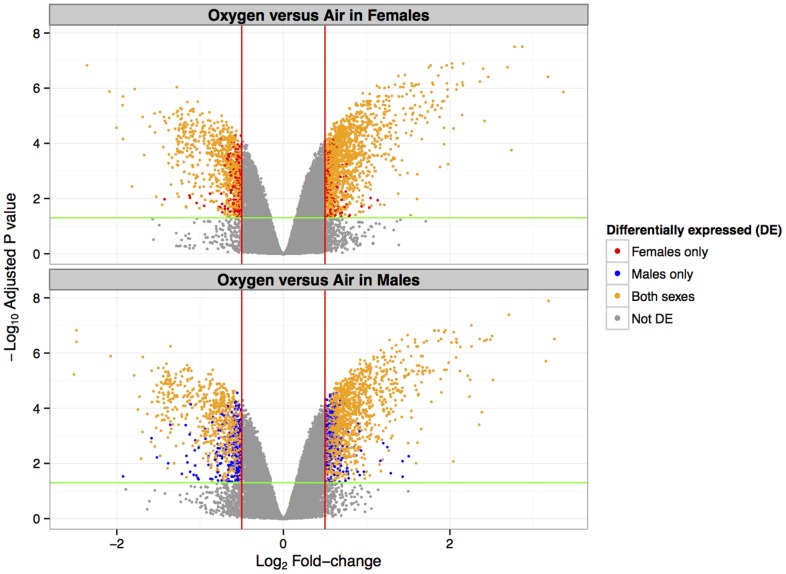
Volcano plot for differentially expressed genes in male and female mice after hyperoxia (FiO_2_>95%) exposure for 48 h compared to room air controls. The x-axis is log_2_fold change. Each point represents an individual transcript. The vertical lines represents 1.4 fold change with upregulated genes on the right and downregulated genes on the left. The horizontal lines represent an adjusted p value of 0.05.

**Figure 3:**
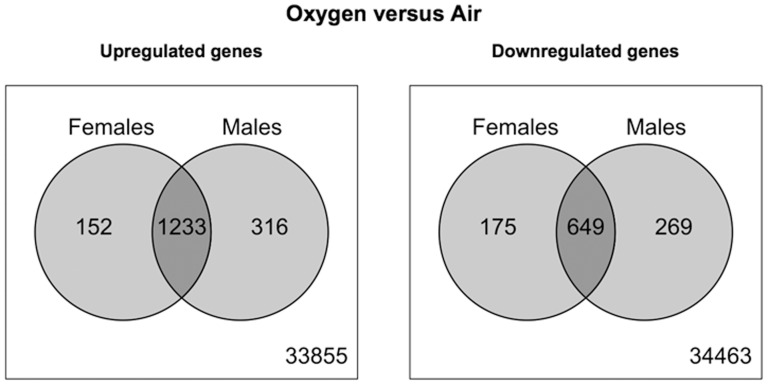
Venn diagram showing the comparison of upregulated and downregulated DEGs in the lung between male and female mice after hyperoxia exposure (FiO_2_>95%) for 48 hours.

**Table 2:** List of pulmonary DEGs after hyperoxia exposure.

Common in both males and females (≥4 fold change)			
Affymetrix ID	Symbol	Chromosome	log_2_FC
10579331	Gdf15	chr8	3.36
10498024	Slc7a11	chr3	3.18
10534667	Serpine1	chr5	2.87
10545672	Mthfd2	chr6	2.78
10467191	Ankrd1	chr19	2.74
10361091	Atf3	chr1	2.69
10495675	F3	chr3	2.46
10598976	Timp1	chrX	2.42
10523182	Areg	chr5	2.40
10424400	Myc	chr15	2.36
10543067	Asns	chr6	2.16
10556297	Adm	chr7	2.16
10537146	Akr1b8	chr6	2.15
10513739	Tnc	chr4	2.15
10350516	Ptgs2	chr1	2.09
10448307	Tnfrsf12a	chr17	2.08
10467136	Ch25h	chr19	2.05
10582275	Slc7a5	chr8	2.03
10545130	Gadd45a	chr6	2.03
**Males only (≥2 fold change)**			
10543017	Pdk4	chr6	1.50
10507908	Fhl3	chr4	1.29
10587323	Gsta1	chr9	1.25
10517067	Sfn	chr4	1.17
**Females only (≥2 fold change)**			
10574427	Impdh2	chr8	1.03

### Pathway analysis of DEGs

To identify the biological processes that were enriched in the subsets of DEGs that were common to males and females, males only, and females only, we performed both over-representation and pathway topology analyses in these subsets of genes to highlight the differences in the results obtained by these two methods. There are many drawbacks to the over-representation analysis method (ORA) for pathway analysis. ORA typically only considers the number of genes and ignores any values associated with them such as probe intensities; it typically uses only the most significant genes and discards the others. By treating each gene equally, ORA assumes that each gene is independent of the other genes and that each pathway is independent of other pathways [35]. To overcome these drawbacks, we also performed pathway topology analysis. This type of analysis considers the structure and dynamics of an entire pathway by incorporating a number of important biological factors, including changes in gene expression, types of interactions, and the positions of genes in a pathway [31].

Figure 4a shows the major biological processes for the group of genes that were differentially regulated both in males and females. Among these were regulation of programmed cell death and angiogenesis. 

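Genes on both sides of cell death control and of vessel growth changed in both sexes. Tnfrsf10b, a death receptor for TRAIL, rose with log2 fold changes of 1.75 in females and 1.82 in males, while Tnfsf10, the gene of TRAIL itself, fell with -1.73 in females and -1.83 in males. Bmf, a promoter of apoptosis, fell with -0.84 in females and -0.71 in males. Of 25 cell death regulators, 4 were higher and 1 lower in females, and 4 higher and 1 lower in males, with the same counts adjusted over the list alone. The list moved upwards in females in camera (adjusted p = 0.0158), with adjusted p = 0.0520 in males, and with adjusted p = 0.114 in females and 0.241 in males with an estimated correlation. In males it passed without male room air replicate 2 (adjusted p = 0.0179) or male hyperoxia replicate 1 (0.0491) or 3 (0.0480). Of 27 angiogenesis genes, 5 were higher and 7 lower in females, and 5 higher and 8 lower in males, again the same adjusted over the list alone. Adm, the vessel-dilating peptide adrenomedullin, rose with 2.12 in females and 2.40 in males, and Thbs1, an inhibitor of vessel growth, with 1.65 in females and 1.43 in males. Tek, the receptor for angiopoietins, fell by 0.89 in females and 1.00 in males on the log2 scale. The angiogenesis list as a whole had adjusted p = 0.426 in females and 0.299 in males in camera. Of 24 endothelial cell markers, 9 were lower and 1 higher in each sex (the same adjusted over the list alone; camera adjusted p = 6.05e-06 in females and 3.42e-06 in males; adjusted p = 0.293 in females and 0.298 in males with an estimated correlation). Among the genes called in both sexes, 12 were angiogenesis genes (Fisher's exact test, adjusted p = 8.78e-07) and 5 were cell death regulators (adjusted p = 0.0658).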

We then identified the enriched biological processes in DEGs, which showed sex-specific expression upon exposure to hyperoxia. Figure 4b shows the biological processes that were found to be significant among the DEGs in males only, and figure 4c shows the biological pathways that were found to be significant in females only. In males, the molecular pathways regulating leukocyte proliferation, adhesion, and chemotaxis were significant. 

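Cxcr2, the receptor by which neutrophils follow chemokines, had a log2 fold change of -1.63 in males (adjusted p = 0.00108 from limma) and -0.36 in females (adjusted p = 0.449), with an interaction of -1.26 (standard error 0.35, adjusted p = 1.00). S100a8, which encodes a part of neutrophil calprotectin, had -1.56 in males and -0.52 in females, and Csf3r, the receptor for granulocyte colony-stimulating factor, -1.22 and -0.33. Bank1, an adaptor of B cell receptor signaling, had -0.84 in males and -0.28 in females, and Ms4a1, the gene of CD20, -0.80 and -0.39. Of 14 neutrophil markers, 6 fell in males (7 adjusted over the list alone) and 1 rose in females (1 adjusted over the list alone). Of 18 B cell markers, 7 fell in males (7 adjusted over the list alone) and 0 in females (0 adjusted over the list alone, with 2 at an unadjusted p under 0.05 from limma and a fry adjusted p of 0.155). Neutrophil markers shifted downwards in males in camera (adjusted p = 0.00227; adjusted p = 0.409 with an estimated correlation). B cell markers shifted downwards in both sexes in camera (adjusted p = 0.0301 in females and 3.79e-06 in males; adjusted p = 0.637 and 0.298 with an estimated correlation), with a median log2 fold change of -0.21 in females and -0.45 in males. In females this is lost without female room air replicate 2 (adjusted p = 0.0851) or female hyperoxia replicate 3 (0.203). The interaction of the neutrophil markers had a camera adjusted p of 9.86e-14 and adjusted p = 0.243 with an estimated correlation. Among genes called in males alone, 7 were B cell markers and 6 neutrophil markers (Fisher's exact test, adjusted p = 1.93e-06 and 4.59e-06). The mean of the neutrophil markers was 8.20 ± 0.27 in male room air and 7.58 ± 0.04 in male hyperoxia, against 7.87 ± 0.34 and 7.80 ± 0.13 in females (log2, SD, n = 3 arrays). Ccr2, the chemokine receptor of inflammatory monocytes, had -0.85 in males and -0.49 in females. None of the interactions of these genes passed over all clusters (adjusted p = 1.00 for S100a8 from limma). Adjusted over the list alone, 6 of the 14 neutrophil markers passed in the interaction and 0 of the B cell markers (3 at an unadjusted p under 0.05 from limma). Adjusted over all 5 contrasts, which is more lenient for the interaction, that of Csf3r was called (adjusted p = 0.0462 from limma).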

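Csf1r, the receptor for macrophage colony-stimulating factor and a monocyte marker, fell with log2 fold changes of -0.62 in females and -0.69 in males. Cd2, an adhesion protein of T cells, had -0.56 in males (adjusted p = 0.00407 from limma) and -0.32 in females (adjusted p = 0.0760), with an interaction of -0.25 (standard error 0.15, adjusted p = 1.00). Of 17 T cell markers, 2 fell in males (2 adjusted over the list alone) and 0 in females (0 adjusted over the list alone, with 9 at an unadjusted p under 0.05 from limma and a fry adjusted p of 0.0579). The count in males was 1 after quantile normalization again and 1 with arrays centred on the median. Of 12 natural killer cell markers, 1 fell in males (2 adjusted over the list alone) and 0 in females (0 adjusted over the list alone, with 3 at an unadjusted p under 0.05 from limma and a fry adjusted p of 0.0875). In males 0 of these fell after quantile normalization again, and 0 with arrays centred on the median. Of 13 monocyte markers, 3 fell in males (3 adjusted over the list alone) and 2 in females (3 fell and 1 rose adjusted over the list alone). T cell markers shifted downwards in camera with adjusted p = 0.0189 in females and 0.00715 in males, and adjusted p = 0.537 in females and 0.428 in males with an estimated correlation. Natural killer cell markers did so with adjusted p = 0.0270 in females and 0.00422 in males, and adjusted p = 0.567 in females and 0.428 in males with an estimated correlation. Monocyte markers did so with adjusted p = 0.0447 in females and 0.00278 in males, and adjusted p = 0.396 in females and 0.283 in males with an estimated correlation. The call of Cd2 in males is lost without male room air replicate 2, at a log2 fold change of -0.47 (adjusted p = 0.0130 from limma). In females the camera call of natural killer cell markers is lost without female room air replicate 2 (adjusted p = 0.0590) or female hyperoxia replicate 2 (0.127), and that of monocyte markers without male room air replicate 1 (adjusted p = 0.0555), 2 (0.0541) or 3 (0.0500), male hyperoxia replicate 1 (0.0517), female room air replicate 1 (0.146) or female hyperoxia replicate 2 (0.267).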

In females, acetyl-CoA metabolic process and mucus secretion were among the most significantly enriched biological processes.

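Some enzymes that make or use acetyl-CoA and some genes of mucous cells fell in hyperoxia, a part of them called in females alone. Acaca, acetyl-CoA carboxylase, had log2 fold changes of -0.65 in females (adjusted p = 0.00272 from limma) and -0.39 in males (adjusted p = 0.0400), with an interaction of 0.27 (standard error 0.16, adjusted p = 1.00). Acly, which makes cytosolic acetyl-CoA from citrate, fell with -0.66 in females and -0.53 in males, and Acss1, a mitochondrial acetyl-CoA synthetase, with -0.71 in females and -0.84 in males. Of 20 genes of acetyl-CoA metabolism, 5 fell and 0 rose in females (5 and 1 adjusted over the list alone), and 3 fell and 1 rose in males (the same adjusted over the list alone). The list as a whole had adjusted p = 0.292 in females and 0.473 in males in camera, and in females 0.0358 without female room air replicate 2. Clca1, a protein secreted by goblet cells, fell with -1.86 in females and -1.43 in males. Chad, an airway gene of the same list, fell with -1.37 in females and -1.13 in males. Of 19 club and mucous cell markers, 7 fell in females (8 adjusted over the list alone) and 5 in males (5 adjusted over the list alone). The list moved downwards in camera with adjusted p = 5.14e-05 in females and 0.00138 in males, and with adjusted p = 0.251 in females and 0.312 in males with an estimated correlation. Among genes called in females alone, 3 were of this list (Fisher's exact test, adjusted p = 0.0156) and 2 of acetyl-CoA metabolism (adjusted p = 0.129). The calls of Acaca and Clca1 in females are lost without the 3 pools richest in squamous epithelium genes, which leaves 1 female room air array (log2 fold changes -0.38 and -1.30, adjusted p = 0.205 and 0.181 from limma). The interaction had a camera adjusted p of 0.186 for the mucous list and 0.439 for the acetyl-CoA list. That of the acetyl-CoA list passed upwards without female room air replicate 2 (camera adjusted p = 0.000229) or female hyperoxia replicate 1 (0.0267) and downwards without the 3 pools (0.0327), and that of the mucous list upwards without male hyperoxia replicate 1 (0.0348), female room air replicate 2 (0.0316) or female hyperoxia replicate 1 (0.00250) or 3 (0.0405).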

**Figure 4:**
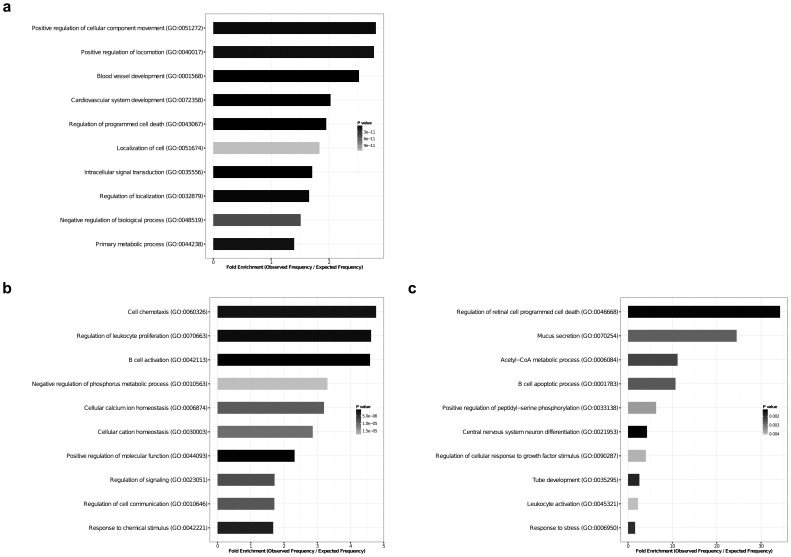
Pathway analysis by ORA (over representation analysis). Analysis of enrichment of biological processes in the three groups; 4a: analysis of DEGs common in both male and female animals after hyperoxia exposure 4b: analysis of DEGs in male animals 4c: analysis of DEGs in female animals. Overrepresentation of gene ontology terms representing biological processes among the DEGs was tested using a conditional hypergeometric test (p-value <0.01).

Table 3 shows the results of pathway topology analysis by Signaling Pathway Impact Analysis (SPIA). SPIA uses the information from a set of differentially expressed genes and their fold changes, as well as pathways topology in order to assess the significance of the pathways in the condition under the study [31]. These two aspects are captured by the probability values: P_NDE_ (probability of obtaining a number of differentially expressed genes on the given pathway at least as large as the observed one), where NDE stands for the number of differentially expressed genes and P_PERT_ which is calculated based on the amount of perturbation measured in each pathway. The two types of evidence, *P_NDE_* and *P_PERT_*, are finally combined into one global probability value, *P_G_*, which is used to rank the pathways and test the research hypothesis that the pathway is significantly perturbed in the condition under the study. A significance threshold of 5% was used on the FDR corrected p-values (pGFDR) in order to detect pathway significance. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway ID enriched in each group are shown in Table 3. Based on this analysis, we found the KEGG pathways common to both males and females (Table 3) were; p53 signaling, cytokine-cytokine receptor interaction, transcriptional misregulation in cancer, mitogen-activated protein kinase (MAPK) signaling, chemokine signaling and toll-like receptor signaling. 

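Targets of p53 and several cytokines rose in both sexes. Zmat3, a p53-induced RNA-binding protein, had log2 fold changes of 1.52 in females (standard error 0.10, adjusted p = 5.59e-06) and 1.63 in males (standard error 0.10, adjusted p = 3.33e-06) from limma. Eda2r, a death receptor induced by p53, rose with 1.84 in females and 2.08 in males, and Gadd45a, a growth arrest gene, with 1.99 in females and 1.82 in males. Of 23 p53 target genes, 13 rose and 0 fell in females (14 and 0 adjusted over the list alone), and 15 rose and 0 fell in males (15 and 0 adjusted over the list alone). The list moved upwards in camera with adjusted p = 1.26e-12 in females and 1.29e-12 in males, and with adjusted p = 0.00726 in females and 0.00907 in males with an estimated correlation. Il6, an inflammatory cytokine, rose with 1.94 in females and 1.57 in males. Ccl3, a chemokine of macrophages, rose with 1.86 in females and 1.92 in males, and Ccl20, which draws lymphocytes and dendritic cells, with 1.32 in females and 1.42 in males. Of 29 cytokine and chemokine genes, 10 rose and 1 fell in females (the same adjusted over the list alone), and 10 rose and 1 fell in males (11 and 1 adjusted over the list alone). That list had adjusted p = 0.000267 in females and 0.00424 in males in camera, and adjusted p = 0.165 in females and 0.283 in males with an estimated correlation. Tlr4, the receptor for bacterial lipopolysaccharide, rose with 0.73 in females and 0.61 in males. Among the genes called in both sexes, 12 were p53 targets and 9 cytokines or chemokines (Fisher's exact test, adjusted p = 1.08e-07 and 0.000581).

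**Figure D2:**
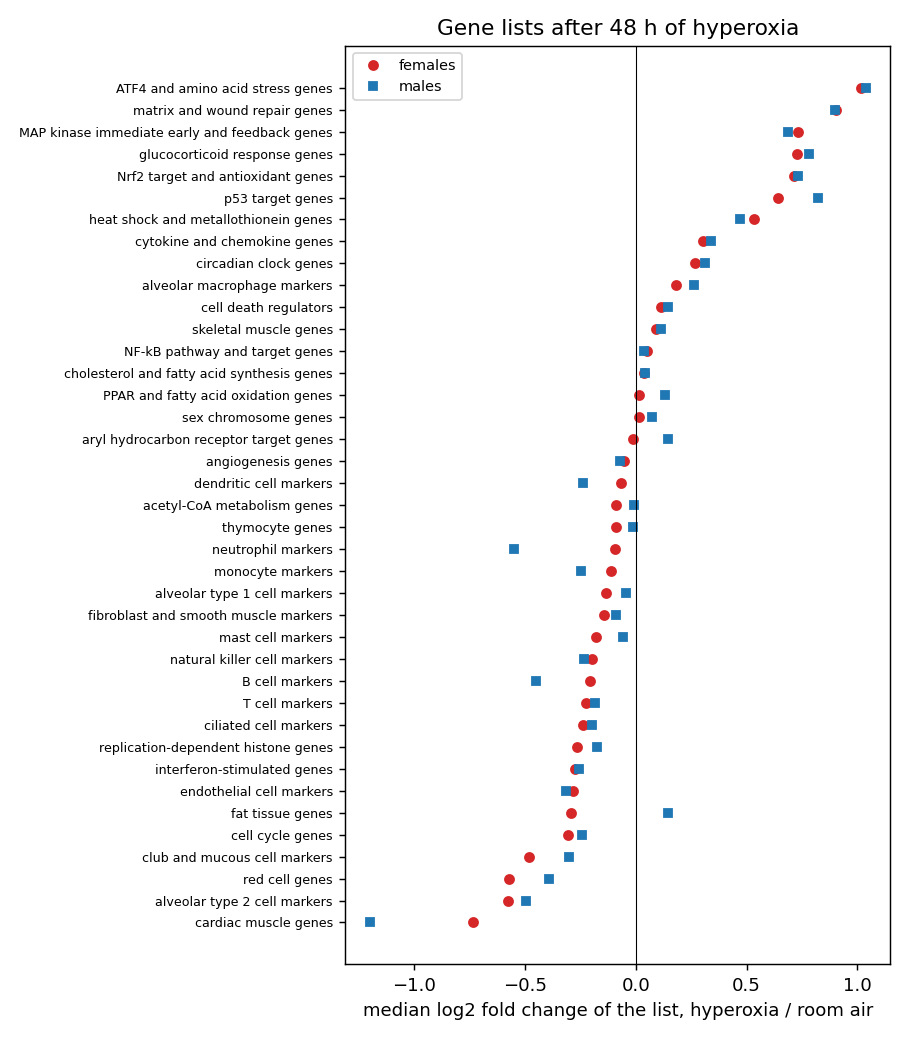
Median log2 fold change of hyperoxia over room air of each of the 39 gene lists, with females as red circles and males as blue squares. The medians of the p53 target genes lie above 0 in both sexes.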

In male mice, the pathways of dilated cardiomyopathy and NF kappa B signaling were significant based on the DEGs. 

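Pln, phospholamban, the regulator of the cardiac calcium pump, had a log2 fold change of -1.97 in males (standard error 0.54, adjusted p = 0.0268 from limma) and -1.53 in females (adjusted p = 0.0830), with an interaction of -0.44 (standard error 0.76, adjusted p = 1.00). Of 13 cardiac muscle genes, 1 was called lower in males (0 adjusted over the list alone) and 0 in females (0 adjusted over the list alone, with 4 at an unadjusted p under 0.05 from limma and a fry adjusted p of 0.188). The median log2 fold change of the list was -0.74 in females and -1.20 in males, and camera gave adjusted p = 0.0410 in females and 0.00913 in males, with adjusted p = 0.637 in females and 0.520 in males with an estimated correlation. The mean of these genes was 10.07 ± 0.85 in male room air and 9.02 ± 0.35 in male hyperoxia (log2, SD, n = 3 arrays). In females it was 10.24 ± 0.37 in room air and 9.43 ± 0.77 in hyperoxia. Among genes called in males alone, 1 was a cardiac muscle gene (Fisher's exact test, adjusted p = 0.635) and 3 were genes of the NF-kB list (adjusted p = 0.0907). The call of Pln in males is lost without male room air replicate 1 (log2 fold change -1.39, adjusted p = 0.0754 from limma) or 3 (-2.10, 0.0549) or male hyperoxia replicate 1 (-1.89, 0.0829), 2 (-2.08, 0.0597) or 3 (-1.94, 0.0786). The camera call of the list is lost in males without male room air replicate 1 (adjusted p = 0.109) and in females without female room air replicate 1 (adjusted p = 0.0697) or 3 (0.151), female hyperoxia replicate 2 (0.419) or the 3 pools richest in squamous epithelium genes (0.129).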

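H2bc3, a gene of histone H2B, had log2 fold changes of -0.79 in females (standard error 0.08, adjusted p = 7.67e-05) and -0.63 in males (standard error 0.08, adjusted p = 0.000307) from limma. H2ac4, a gene of histone H2A, had -0.92 in females and -0.56 in males and was called in females (interaction 0.36, standard error 0.26, adjusted p = 1.00). Of 27 replication-dependent histone genes with 1 symbol, 8 fell and 0 rose in females (8 and 0 adjusted over the list alone), and 7 fell and 0 rose in males (8 and 0 adjusted over the list alone). The list moved downwards in camera with adjusted p = 3.74e-07 in females and 0.000162 in males, and with adjusted p = 0.0732 in females and 0.233 in males with an estimated correlation. Counting also the clusters shared by several histone genes, an addition chosen after the data were seen, 18 of 44 fell in females and 17 in males. Of these, 2 were called in females alone and 1 in males alone. Of 29 cell cycle genes, 5 fell in females and 1 in males (the same adjusted over the list alone; camera adjusted p = 3.88e-05 in females and 0.000683 in males; adjusted p = 0.248 in females and 0.298 in males with an estimated correlation). Mki67, a marker of dividing cells, fell with -0.63 in females and -0.57 in males. The call of H2ac4 in females is lost without the 3 pools richest in squamous epithelium genes, which leaves 1 female room air array (log2 fold change -0.91, adjusted p = 0.0617 from limma), and that of Mki67 in males without male room air replicate 2 (log2 fold change -0.47, adjusted p = 0.0546) or male hyperoxia replicate 2 (-0.54, 0.0591).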

In female mice, alcoholism, systemic lupus erythematosus (SLE) and transcriptional misregulation in cancer were the significant pathways.

**Table 3:** Signaling Pathway Impact Analysis of DEGs.

Table 3a: DEGs exclusive to females in response to oxygen					
Pathway name (KEGG)	Pathway ID	Size	NDE	pGFDR	Status
*Systemic lupus erythematosus*	05322	124	23	8.46e-18	Activated
*Alcoholism*	05034	175	22	2.15e-13	Activated
*Transcriptional misregulation in cancer*	05202	171	12	0.0004	Inhibited

*Notes. The KEGG IDs of the pathways are specified. NDE: Number of differentially expressed genes in the pathway; pGFDR: False discovery rate corrected p value.*

### Real time qPCR validation

Microarray results were verified by qPCR. Usually, validation of differential expression of genes is performed on a gene to gene basis. The disadvantage of following this approach is that it is not possible to generalize validation results to the remaining majority of non-validated genes or to evaluate the overall quality of these studies. Miron *et al.* [32] showed that the common method of selecting only the most differentially expressed genes for validation generally fails as a global validation strategy and proposed random-stratified sampling as a better gene selection method. Therefore, we selected 5 genes (*Ankrd1*, *Slc7a5*, *Slc7a11*, *Egr1* and *Nqo1*) from the pool of DEGs in a random-stratified manner based on their fold change as described in materials and methods. In addition, we also selected five additional genes from the pool of genes showing sex-specific differential expression in the microarray experiment. Figure 5 shows the PCR results for DEGs common to both males and females (5a) and the changes in transcript levels of genes showing sex-specific differences (5b) in expression after hyperoxia exposure. Table 4 shows the comparison of results between microarray and PCR for the selected genes. To better estimate the global validation of the microarray experiment with the PCR, we calculated the concordance correlation coefficient (CCC), which combines the accuracy and precision coefficients in one index. This is depicted in Figure 6. All the genes tested in males and females by microarray and PCR are represented as dots in this graph. It is used to determine how far the observed data deviate from the line of perfect concordance. CCC increases in value as a function of the nearness of the data's reduced major axis to the line or perfect concordance (the accuracy of the data) and of the tightness of the data about its reduced major axis (the precision of the data). We achieved a CCC of 0.71 for males and 0.69 for females, which shows good validity of our microarray experiment findings [32].

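Slc7a5, an amino acid transporter, rose 3.97-fold in females and 4.01-fold in males on the arrays. Egr1, an immediate early transcription factor, rose 3.24-fold in females and 2.62-fold in males. The paper's PCR folds, converted to log2, were set against the log2 fold changes of the arrays for the 9 genes of its Table 4. The paper's text speaks of 10 genes, and its methods name the log2 fold change of the arrays and the fold change of PCR. Lin's concordance correlation coefficient was 0.862 in males (jackknife standard error 0.0675) and 0.845 in females (jackknife standard error 0.0870). Leaving out 1 gene at a time gave 0.804 to 0.890 in males and 0.759 to 0.870 in females. With the 7 genes of a PCR fold above 1 alone, the coefficient was 0.678 in males and 0.634 in females. PCR gave the larger change in size for 9 of 9 genes in each sex. These correlations run across genes, which are not independent replicates. From its coefficients the paper concludes that the array findings have good validity.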

**Figure 5:**
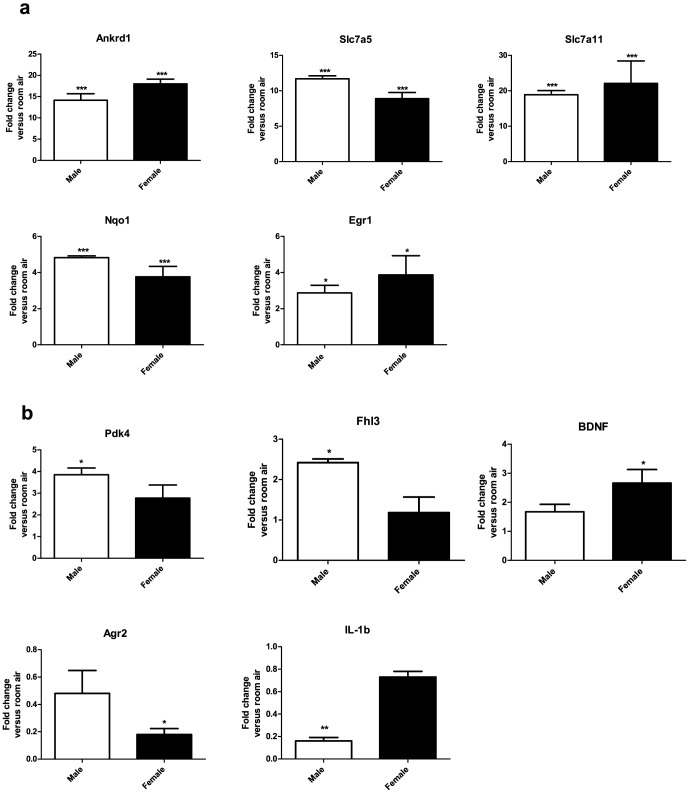
Real time RT-PCR analysis of mRNA from the lungs of male and female mice exposed to room air or hyperoxia for 48 h. Values are means ± SEM from n = 3 groups. Each group consisted of pooled RNA from four animals. Figure 5a: Real time RT-PCR analysis of differentially expressed genes common to both male and female mice. Significant upregulation over room air levels are indicated by * p<0.05 and *** p<0.001(one-way ANOVA). Figure 5b: Real time RT-PCR analysis of genes showing sex-specific changes. Fold change over room air levels are represented on the y-axis. Significant up or downregulation over room air levels are indicated by *p<0.05 and **p<0.01 (one-way ANOVA).

**Figure 6:**
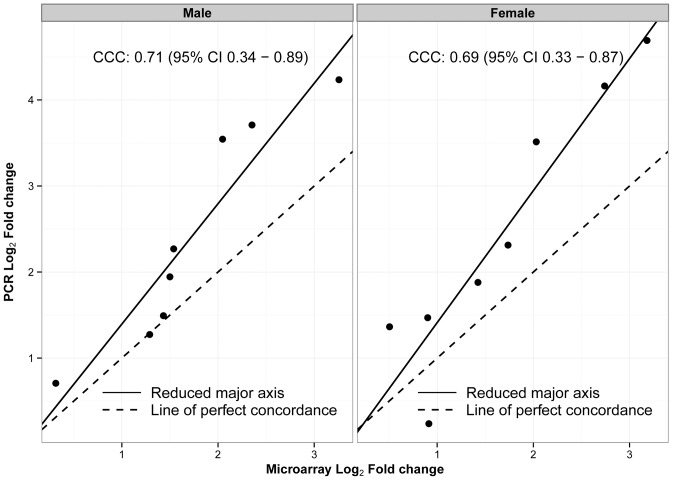
Concordance correlation coefficient (CCC) between qPCR and microarray results. Used to measure the agreement between the log_2_ FC results from qRT-PCR and microarray in both males and females. The dashed line represents the line of perfect concordance. The solid line represents the reduced major axis.

**Table 4:** Fold change for the selected genes in the microarray and qPCR experiment.

Affymetrix ID	Gene Symbol	Gene Name	Group	Microarray		PCR	
				M	F	M	F
10498024	Slc7a11	Solute carrier family 7 (cationic amino acid transporter, y+ system), member 11	C	9.513	9.063	18.83	25.83
10467191	Ankrd1	Ankyrin repeat domain 1	C	5.098	6.68	13.08	17.91
10582275	Slc7a5	Solute carrier family 7 (cationic amino acid transporter, y+ system), member 5	C	4.141	4.084	11.67	11.42
10454782	Egr1	Early growth response 1	C	2.694	3.340	2.82	4.97
10581538	Nqo1	NAD(P)H dehydrogenase, quinone 1	C	2.908	2.676	4.82	3.68
10474399	BDNF	Brain derived neurotrophic factor	F		1.424	1.63	2.57
10543017	Pdk4	Pyruvate dehydrogenase kinase, isozyme 4	M	2.83		3.85	2.77
10487597	IL1b	Interleukin 1 beta	M	−2.55		0.16	0.73
10395365	Agr2	Anterior gradient 2	F		−2.64	0.48	0.18

*Notes:* ***C*** *: Common to both male and female animals;* ***F*** *: In females only;* ***M*** *: In males only.*

### Immunohistochemistry and western blot

For validation at the protein level we performed immunohistochemistry for one of the DEGs (*Slc7a11*) in the hyperoxia group, which was common to both males and females. Compared to the room air controls, after 48 h of hyperoxia exposure, intense positive staining is seen in the lung sections in the peribronchiolar epithelial and type II alveolar epithelial cells (Figure 7) similar to the results seen in the microarray and the PCR results. Figure 8A shows Slc7a11 protein expression assessed by western blot assay in whole lung protein from male mice, at room air and after 48 h hyperoxia exposure. There is increased expression (8B; p<0.01) of Slc7a11 after hyperoxia exposure compared to room air controls. The expression pattern was similar in females (results not shown).

**Figure 7:**
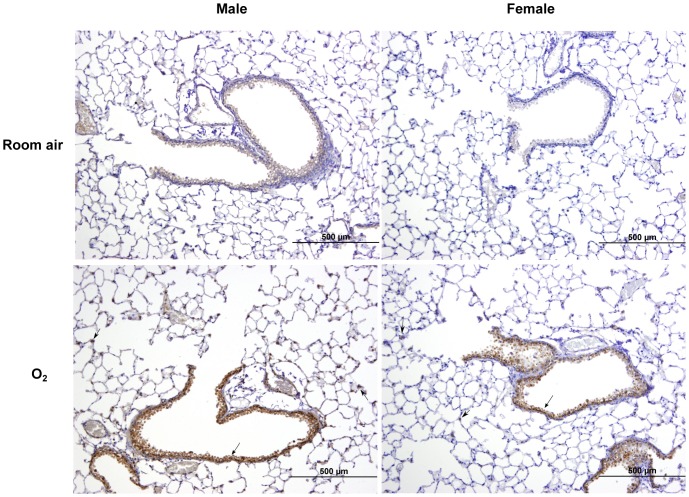
Increased Slc7a11 expression in the lungs (male or female) following hyperoxia exposure. Representative sample of immunohistochemical staining for *Slc7a11* in the lungs of male or female mice at room air and after exposure to hyperoxia for 48 h (n = 5 animals/group).

**Figure 8:**
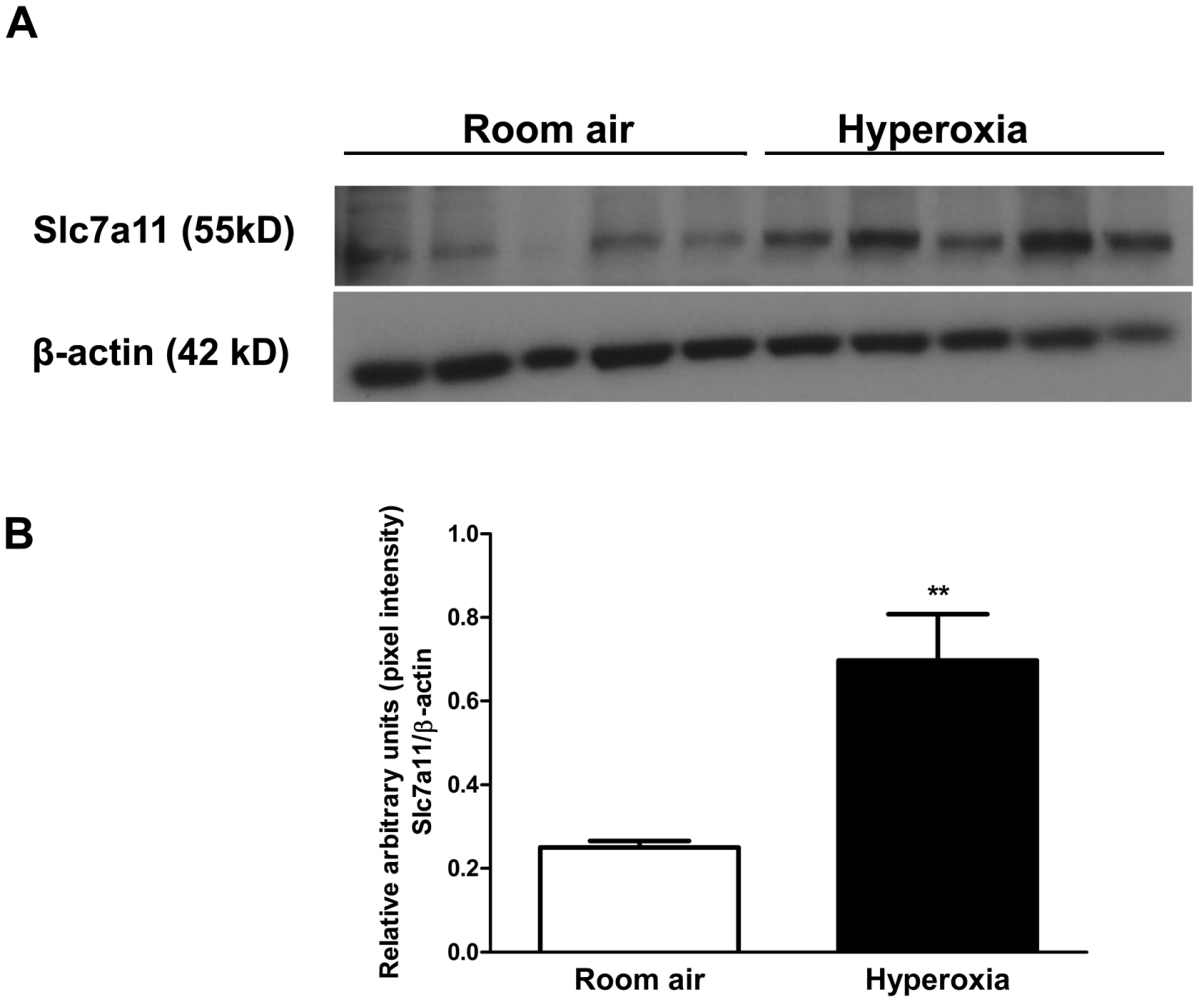
Increased Slc7a11 expression in the lungs (male) following hyperoxia exposure. **8A:** Western blot assay for Slc7a11 expression in lungs following hyperoxia exposure. Twenty µg of whole lung protein from male animals at room air and exposed to 48 h of hyperoxia was subjected to western blotting using antibodies against Slc7a11. Under each sample lane is the corresponding β-actin blot to assess for protein loading. **8B:** Densitometry analysis of pulmonary Slc7a11 immunoblots at room air and after 48 h of hyperoxia exposure. Significant differences from room air controls are indicated by **, p<0.01.

## Discussion

The major new findings of this study are the identification of new candidate genes of interest and the sex-specific transcriptomic changes in hyperoxic lung injury. We also identified pathways that are differentially regulated in a sex-specific manner. These findings could in part explain the differences in susceptibility between males and females in diseases such as ARDS and BPD. The hyperoxic lung injury model is a type of oxidant stress to the lung and the findings from this study could explain the sex-specific differences in the pathophysiology of many other diseases, in which increased oxidative stress plays a role such as pulmonary fibrosis, asthma and COPD [36]. While transcriptomic differences have been described in hyperoxic lung injury [37] sex-specific changes in the transcriptome following hyperoxic lung injury have not been not been well described in the past studies.

Using microarrays to examine differential gene expression in the lungs after hyperoxia exposure for 48 hours, we identified genes that are differentially expressed unique to each of the sexes as well as those that are common to both the sexes. Of those genes that were differentially expressed following hyperoxia exposure, 1882 were common to both males and females; there were 585 genes unique to males and 327 unique to females. We selected the 48 h time point, as major differences in lung injury by histopathological analysis and markers of inflammation were found at 72 h with most animals dying between 60–90 h of exposure [6]. This study, therefore, focuses on the initiation phase of hyperoxic lung injury when cellular activation instead of cellular injury is taking place [5].

The study reveals potential candidate genes that could explain the sex-specific differences in the pathophysiology of hyperoxic lung injury. Of particular note are the genes *Pdk4, Fhl3, BDNF, Agr2 and CCl17*. 

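Pdk4, a kinase that inhibits pyruvate dehydrogenase, lies on chromosome 6 (transcript cluster 10543017). Its log2 expression was 9.43 ± 0.41 in male room air and 10.90 ± 0.17 in male hyperoxia, and 10.23 ± 0.51 and 11.09 ± 0.48 in females (SD, n = 3 arrays). The log2 fold change was 1.46 in males (standard error 0.30, adjusted p = 0.00636 from limma) and 0.86 in females (standard error 0.30, adjusted p = 0.0841). The difference between the sexes had a standard error of 0.43 around 0.60. Across the 12 arrays, the deviation of Pdk4 from its group mean was set against that of the squamous epithelium genes, with Pearson r = 0.78 and Spearman rho = 0.74 (exact permutation within groups, p = 0.0340 and 0.0509; adjusted over 4 genes 0.0453 and 0.0679), and r = 0.61 without the 2 farthest arrays. With the mean of those genes as a covariate, an alternative chosen after the data were seen, Pdk4 also passed in females (log2 fold change 0.89, adjusted p = 0.0137 from limma). With arrays weighted by their quality, its call in males is lost (log2 fold change 1.27, adjusted p = 0.0626 from limma).

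**Figure D3:**
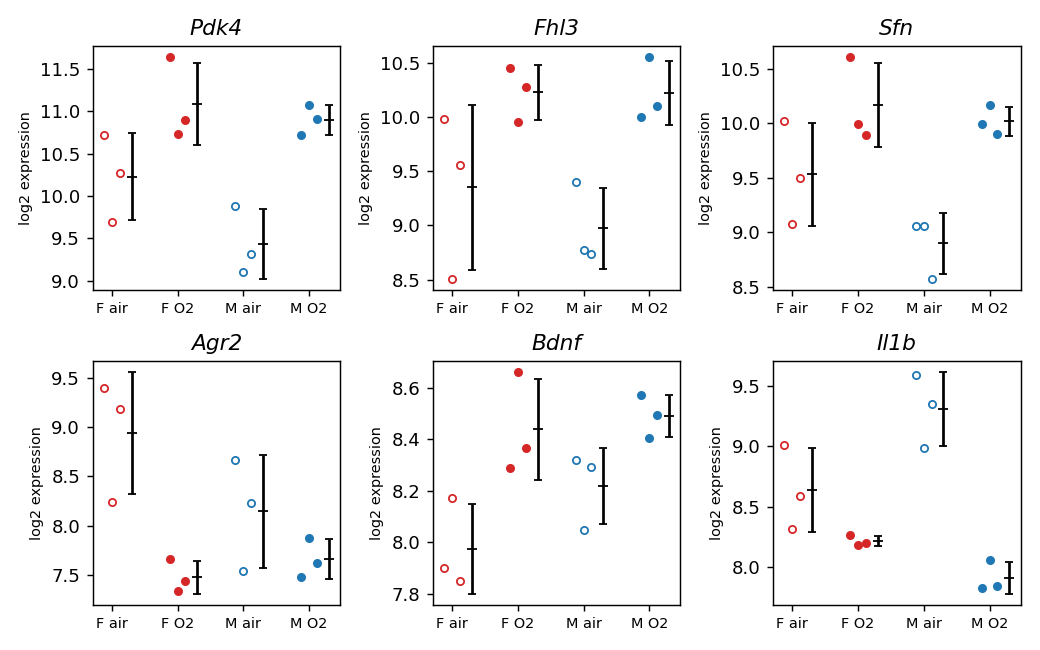
Log2 expression of Pdk4, Fhl3, Sfn, Agr2, Bdnf and Il1b in each array (points; open in room air, filled in hyperoxia; females red, males blue) with the group mean and SD (bars, n = 3). Pdk4, Fhl3 and Sfn lie higher in hyperoxia in both sexes, with a wider spread in females.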

*Pdk4* (pyruvate dehydrogenase lipoamide kinase 4), was upregulated in males after hyperoxia exposure. *Pdk4* is an inhibitory kinase, which phosphorylates and inhibits the activity of pyruvate dehydrogenase. The role of this gene in hyperoxic lung injury has not been tested. Grassian *et al* (2011) reported that *Pdk4* overexpression decreased de novo lipogenesis and cell proliferation. Hyperoxia exposure is known to decrease cell proliferation in pulmonary epithelial cell lines when exposed to hyperoxia [38], and *Pdk4* could have a potential role in this effect. Another candidate gene, *Agr2* was downregulated in female mice after hyperoxia exposure. 

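Agr2, a protein disulfide isomerase needed to make mucin, was measured by transcript cluster 10395365. Its log2 expression fell in females from 8.94 ± 0.62 to 7.47 ± 0.17 and stood at 8.15 ± 0.57 and 7.66 ± 0.20 in males (SD, n = 3 arrays). The log2 fold change was -1.47 in females (standard error 0.32, adjusted p = 0.00932 from limma) and -0.49 in males (adjusted p = 0.414), with an interaction of 0.98 (standard error 0.46, adjusted p = 1.00). The deviation of Agr2 from its group mean against the squamous epithelium genes gave Pearson r = 0.55 and Spearman rho = 0.56 (exact permutation within groups, p = 0.142 and 0.120; adjusted over 4 genes 0.142 and 0.120), and r = 0.34 without the 2 farthest arrays. The call in females is lost without the 3 pools richest in those genes, which leaves 1 female room air array (log2 fold change -0.85, adjusted p = 0.337 from limma).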

*Agr2* inhibits p53 [39] and hyperoxia is known to induce p53 expression [40]. The downregulation of *Agr2* in female could in part explain this phenomenon in female mice. 

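Fhl3, a LIM domain protein that binds actin and transcription factors, lies on chromosome 4 (transcript cluster 10507908) and had a log2 fold change of 1.25 in males (standard error 0.34, adjusted p = 0.0260 from limma) and 0.87 in females (adjusted p = 0.117), with an interaction of 0.37 (standard error 0.48, adjusted p = 1.00). Sfn, the 14-3-3 sigma protein of epithelium, had 1.12 in males (adjusted p = 0.00976 from limma) and 0.64 in females (adjusted p = 0.126), with an interaction of 0.49 (standard error 0.36, adjusted p = 1.00). Against the squamous epithelium genes, the deviations of Fhl3 from its group means gave Pearson r = 0.79 and Spearman rho = 0.76 (exact permutation within groups, p = 0.0162 and 0.0270; adjusted over 4 genes 0.0324 and 0.0540), and r = 0.72 without the 2 farthest arrays. Those of Sfn gave Pearson r = 0.92 and Spearman rho = 0.90 (exact permutation within groups, p = 0.00463 and 0.00772; adjusted over 4 genes 0.0185 and 0.0309), and r = 0.86 without the 2 farthest arrays. With the mean of those genes as a covariate, chosen after the data were seen, both also passed in females (adjusted p = 0.0183 and 0.00245 from limma). The call of Fhl3 in males is lost without male room air replicate 2 (log2 fold change 1.15, adjusted p = 0.0771 from limma) or 3 (1.13, 0.0945) or male hyperoxia replicate 2 (1.08, 0.102) or 3 (1.31, 0.0605). With arrays weighted by their quality, the log2 fold change in males was 1.01 for Fhl3 and 0.94 for Sfn (adjusted p = 0.211 and 0.123 from limma). Leaving out the 3 pools richest in squamous epithelium genes leaves 1 female room air array. The log2 fold change in females was then 1.60 for Fhl3 and 0.87 for Sfn.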

*Fhl3* (The four-and-a-half LIM domain 3) gene was upregulated in males after hyperoxia exposure. The four-and-a-half LIM domain (FHL) proteins have a highly conserved double zinc finger motif and have been implicated in transcriptional regulation [41] and suppression of tumor growth [42]. *Fhl3* has been shown to inhibit the transactivation of hypoxia-inducible factor 1 (*HIF-1*) [43]. *HIF-1* in turn has been shown to be downregulated in neonatal mice exposed to hyperoxia [44], [45]. *Fhl3* could also have effects on cell cycle progression and apoptosis. It has been shown to cause cell-cycle arrest through upregulation of p21 and induce caspase-3 mediated apoptosis in glioma cells [46]. 

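Bdnf, a growth factor of neurons that airway smooth muscle also makes, was measured by transcript cluster 10474399. Its log2 expression in females was 7.97 ± 0.17 in room air and 8.44 ± 0.20 in hyperoxia, and in males 8.22 ± 0.15 and 8.49 ± 0.08 (SD, n = 3 arrays). The log2 fold change was 0.47 in females (standard error 0.12, adjusted p = 0.0219 from limma), a fold change of 1.38 that lies under the threshold of 1.4. In males it was 0.27 (adjusted p = 0.173 from limma), with an interaction of -0.19 (standard error 0.17, adjusted p = 1.00). It was called in females with arrays centred on the median (log2 fold change 0.51, adjusted p = 0.0101 from limma) or quantile normalized again (0.50, adjusted p = 0.0114). Without female room air replicate 2 (0.56, adjusted p = 0.0138 from limma) or female hyperoxia replicate 1 (0.54, adjusted p = 0.0220) or 3 (0.50, adjusted p = 0.0445) it was called too. Its adjusted p in females was above 0.05 without female room air replicate 1 (0.43, 0.0801 from limma) or 3 (0.40, 0.082). The same held without female hyperoxia replicate 2 (0.35, 0.0673). It also held with the replicate number as a block (0.0509) or each sex fitted alone (0.0802).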

*BDNF* (Brain derived neurotrophic factor) was upregulated in females following hyperoxia exposure. Neurotrophins like BDNF have been implicated in many lung diseases [47]. *BDNF* was upregulated in the lung specifically in the peribronchial smooth muscles in 5- day old rat pups exposed to >95% oxygen for 7 days [48]. *Ccl17* was upregulated in females after hyperoxia exposure. This gene is one of several Cys-Cys (CC) cytokine genes. 

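Ccl17, the chemokine that draws T cells through the receptor Ccr4, rose in both sexes. Its log2 fold change was 1.63 in females (standard error 0.11, adjusted p = 9.49e-06 from limma) and 0.97 in males (standard error 0.11, adjusted p = 0.000200), with an interaction of -0.66 (standard error 0.16, adjusted p = 1.00). Adjusted over all 5 contrasts this interaction was called (adjusted p = 0.0392 from limma). That adjustment is more lenient for the interaction, since the many small p-values of the hyperoxia contrasts ease its threshold. Within hyperoxia, males were lower than females by a log2 difference of -1.09 (adjusted p = 0.0122 from limma). That last call is lost without male hyperoxia replicate 2 (log2 difference -1.07, adjusted p = 0.117 from limma) or female hyperoxia replicate 1 (-1.11, 0.0920), 2 (-1.10, 0.0738) or 3 (-1.07, 0.116). It is also lost with the replicate number as a block (adjusted p = 0.137 from limma), with each treatment fitted alone (0.625), with the squamous epithelium genes as a covariate (0.0575) or without the 3 pools richest in them (0.404), at log2 differences of -1.09 to -1.11.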

The cytokine encoded by this gene displays chemotactic activity for T lymphocytes, but not monocytes or granulocytes. In a study by Bhattacharya *et al* [49] in human lung samples in patients with BPD, *CCl17* was downregulated.

Pathway analysis based on sex-specific gene expression patterns showed sex-specific differences in enrichment of biological processes (Figure 4 and Table 3). The MAP kinase pathway is activated under hyperoxic conditions [50]–[52]. 

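Immediate early and feedback genes of the MAP kinase list rose in both sexes. The activity of the MAP kinases themselves was not measured. Gadd45g, a stress gene that binds a MAP kinase kinase kinase, had log2 fold changes of 1.74 in females (standard error 0.09, adjusted p = 1.62e-06) and 2.04 in males (standard error 0.09, adjusted p = 5.33e-07) from limma. Of 28 such genes, 18 rose and 0 fell in females (19 and 0 adjusted over the list alone), and 16 rose and 0 fell in males (16 and 0 adjusted over the list alone). The list moved upwards in camera with adjusted p = 8.51e-19 in females and 2.51e-15 in males, and with adjusted p = 0.00726 in females and 0.0114 in males with an estimated correlation. Its interaction moved downwards with a camera adjusted p of 0.00156, and adjusted p = 0.372 with an estimated correlation. Among genes called in females alone, 3 were of this list (Fisher's exact test, adjusted p = 0.0368; adjusted p = 1.00 where the unadjusted p in males must be at least 0.05), and among those called in both sexes 15 were (adjusted p = 1.62e-09).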

At the 48 h time point, in our study, the MAP kinase pathway was inhibited in males but activated in females. Interestingly, *IL-1β* was found to be downregulated in males at the 48 h time point and not in females and this could explain the differential regulation of this pathway in males. Similarly, the NFκ-B pathway was inhibited in males by pathway topology analysis. 

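Il1b, the gene of interleukin 1 beta, was measured by transcript cluster 10487597. Its log2 expression fell in males from 9.31 ± 0.31 to 7.91 ± 0.13 and stood at 8.64 ± 0.35 and 8.22 ± 0.04 in females (SD, n = 3 arrays). The log2 fold change was -1.40 in males (standard error 0.18, adjusted p = 0.000346 from limma) and -0.42 in females (adjusted p = 0.156), with an interaction of -0.98 (standard error 0.25, adjusted p = 1.00). Neutrophil markers, genes of a cell that makes interleukin 1 beta, had a median log2 fold change of -0.55 in males and -0.10 in females. From the fall of Il1b in males the paper proposes an explanation for the different state of the MAP kinase pathway there.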

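Members of the NF-kB list moved in both directions. Traf1, an adaptor of tumor necrosis factor receptors, fell with log2 fold changes of -1.41 in females and -1.44 in males, and Nfkbib, an inhibitor of NF-kB, rose with 0.62 in females and 0.64 in males. Of 24 pathway and target genes, 6 rose and 1 fell in females, and 7 rose and 3 fell in males, with the same counts adjusted over the list alone. In camera the list had adjusted p = 0.0657 in females and 0.348 in males, and in females 0.0346 without female room air replicate 1. Its interaction moved downwards (camera adjusted p = 0.0211), with adjusted p = 0.372 with an estimated correlation. This is lost without male room air replicate 1 (adjusted p = 0.147) or 2 (0.0700), female room air replicate 3 (0.147), female hyperoxia replicate 2 (0.116) or the 3 pools richest in squamous epithelium genes (0.0511).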

NFκ-B also plays an important role in hyperoxic lung injury [53]–[55]. The pathway is activated in hyperoxic conditions but this may be a part of a survival mechanism to escape cell death [56]–[58]. Enhanced NF-κB protected the lung from acute hyperoxic injury in neonatal mice via inhibition of apoptosis (Yang *et al.*, 2004). Specifically, *IL-1β* was downregulated and *Iκbα* was upregulated (data not shown) both of which could play a role in the inhibition of this pathway. Also, higher levels of oxidative stress can lead to inhibition of NFκ-B rather than its activation through other mechanisms [55].

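Nfkbia, the gene of the NF-kB inhibitor Iκbα, had a log2 fold change of 0.58 in males (standard error 0.07, adjusted p = 0.000235 from limma), where it was called. In females it was 0.44 (adjusted p = 0.00136 from limma), short of the fold threshold, and the interaction was 0.13 (standard error 0.10, adjusted p = 1.00).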

In addition to the genes, which showed sex-specific changes in their response to hyperoxia exposure, we identified important differentially expressed genes common to both sexes. Gene expression pattern in the lung after exposure to hyperoxia has been reported previously in adult and neonatal mice. In the study by Perkowski *et al* in 2003 [59] using a total of five mice, *p21, metallothionein and cysteine-rich protein 61* were the top three upregulated genes in 8–10 week old female mice after hyperoxia exposure for 48 h. 

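Metallothioneins, which bind zinc and copper and scavenge radicals, rose in both sexes. Mt1 had log2 fold changes of 1.93 in females (standard error 0.09, adjusted p = 9.75e-07) and 2.08 in males (standard error 0.09, adjusted p = 5.33e-07) from limma, and Mt2 rose with 1.89 in females and 2.20 in males. Ccn1, the matrix protein also called Cyr61, rose with 1.93 in females and 1.67 in males. Hspa1a, an inducible chaperone, rose with 0.97 in females and 0.63 in males. Of 13 heat shock and metallothionein genes, 7 rose in females and 6 in males, with the same counts adjusted over the list alone, and 0 fell in either sex. The list had adjusted p = 8.12e-06 in females and 0.000534 in males in camera, and adjusted p = 0.114 in females and 0.241 in males with an estimated correlation.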

We also found these genes to be upregulated both in male and female mice in our study at this time point. We also found similar upregulation in *elastin, galectin 3, glutathione reductase, heme oxygenase-1, p53 and connective tissue growth factor*. *connective tissue growth factor*.

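Eln, elastin, had log2 fold changes of 0.60 in females (standard error 0.10, adjusted p = 0.00156) and 0.78 in males (standard error 0.10, adjusted p = 0.000275) from limma. Lgals3, galectin 3, which is abundant in macrophages, rose with 1.50 in females and 1.45 in males, and Ccn2, connective tissue growth factor, with 1.59 in females and 1.56 in males. Gsr, glutathione reductase, rose with 0.67 in females and 0.60 in males, and Hmox1, heme oxygenase-1, with 1.19 in females and 1.34 in males. Tnc, the matrix protein tenascin C of wound repair, rose with 2.11 in females and 2.17 in males. Of 21 matrix and wound repair genes, 13 rose and 0 fell in each sex, with the same counts adjusted over the list alone (camera adjusted p = 8.06e-13 in females and 9.17e-13 in males; adjusted p = 0.0173 in females and 0.0183 in males with an estimated correlation). The call of Eln in females is lost without the 3 pools richest in squamous epithelium genes, which leaves 1 female room air array (log2 fold change 0.62, adjusted p = 0.0700 from limma).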

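Slc7a11, the light chain of the cystine and glutamate exchanger that feeds glutathione synthesis, lies on chromosome 3 (transcript cluster 10498024). Its log2 expression was 6.95 ± 0.05 in female room air and 10.09 ± 0.27 in female hyperoxia, and 7.18 ± 0.12 and 10.40 ± 0.15 in males (SD, n = 3 arrays). This is a log2 fold change of 3.14 in females (standard error 0.13, adjusted p = 4.52e-07) and 3.21 in males (standard error 0.13, adjusted p = 3.11e-07) from limma, and the interaction was 0.07 (standard error 0.18, adjusted p = 1.00).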

*Slc7a11* (solute carrier family (anionic amino acid transporter light chain Xc-system), Member 11) was upregulated in both male and female mice in our study and we validated this at the protein level using immunohistochemistry and western blot (Figure 7 and 8). To our knowledge, this is the first documentation of induction of this gene and protein in a hyperoxic lung injury model in adult mice. This gene codes the protein, xCT, which is upregulated after exposure to hyperoxia [60]. xCT is regulated in part by *Nrf2*, which has an important protective role in hyperoxia induced ALI [61]. Howden *et al* [62] exposed adult mice to 100% oxygen for 96 hours in different mouse strains to study the cardiopulmonary response and identify candidate susceptibility genes in hyperoxic lung injury. *Slc7a11* emerged as one of the candidate genes by linkage analysis. *Slc7a11* was also upregulated in neonatal mice following hyperoxia exposure [37]. The protective role of xCT against oxidative stress in the lung was also shown in a model of paraquat induced oxidative stress. xCT deficient mice had decreased survival, increased injury and inflammation. It was upregulated in lungs exposed to oxidative stress and contributed to the maintenance of glutathione levels under these conditions [63].

*Nqo1* (NAD(P)H:quinone oxidoreductase 1) is a phase II antioxidant enzyme that has been shown to be induced in murine lung in response to hyperoxia by *Nrf2* to protect against lung injury [37] was upregulated following 48 h of hyperoxia exposure in our study. 

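Nqo1 had log2 fold changes of 1.38 in females (standard error 0.18, adjusted p = 0.000415) and 1.50 in males (standard error 0.18, adjusted p = 0.000230) from limma. Gpx2, a glutathione peroxidase of epithelium, rose with 1.51 in females and 1.68 in males, and Akr1b8, an aldo-keto reductase, with 2.11 in females and 2.32 in males. Of 26 Nrf2 target and antioxidant genes, 17 rose and 0 fell in females, and 19 rose and 0 fell in males, with the same counts adjusted over the list alone. The list moved upwards in camera with adjusted p = 4.87e-18 in females and 5.11e-17 in males, and with adjusted p = 0.0173 in females and 0.0199 in males with an estimated correlation. Nfe2l2, the gene of Nrf2 itself, had 0.26 in females and 0.22 in males and was not called.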

Single nucleotide polymorphisms in this gene have been linked to susceptibility to ALI [64]. *Serpine-1 or plasminogen activator inhibitor (PAI)-1* was also upregulated in our study. This gene has been shown to play a major deleterious role in hyperoxic lung injury [65]. *PAI-1* upregulation impairs fibrinolytic activity in the alveoli and leads to fibrin accumulation.

We have reported previously on sex-specific differences in hyperoxic lung injury and the possible protective role of cytochrome P450 (CYP)1A1. We did not find this gene to be significantly differentially regulated at the 48 h time point in this study. 

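Cyp1a1, a cytochrome P450 enzyme induced through the aryl hydrocarbon receptor, had log2 fold changes of -0.47 in females (standard error 0.61, adjusted p = 0.772) and -0.75 in males (standard error 0.61, adjusted p = 0.542) from limma. Cyp1b1, a relative under the same receptor, had 0.26 in females and 0.27 in males and was not called. Ahr, the receptor itself, fell with -0.53 in females and -0.66 in males. Of 8 genes of this receptor's list, 1 rose and 1 fell in each sex, with the same counts adjusted over the list alone, and camera gave adjusted p = 0.563 in females and 0.603 in males.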

In our experiments *Cyp1a1* shows the most upregulation at the 24 h time point (data not shown), which could explain its absence in the list of DEGs at the 48 h time point.

Although the array data provides a comprehensive overview of gene expression in the lung after hyperoxia, our study has its limitations. First, array data provides information on gene expression levels. Changes in gene expression levels may not necessarily reflect actual protein levels. Also, important functional changes induced by post-translational modifications cannot be identified. In this study, we examined whole lung tissue gene expression that includes endothelial cells, epithelial cells, interstitial cells, as well as circulating or adherent hematopoietic cells. Hence, most of the genes on the array are likely to be expressed by many cell types. In this investigation, we did not time our experiments with the estrous cycle in female mice, which could have led to some of the variability in our findings. The data is from 12 female adult mice whose lung RNA was pooled in this study. However, there is emerging data that mammalian cells differ intrinsically based on the sex and also respond differently to stressors irrespective of the past or current concentrations of sex hormones [66].

In conclusion, we present the changes in the mouse pulmonary transcriptome after hyperoxia exposure at the 48 h time point and identified new potential candidate genes of interest. Furthermore, our results support the hypothesis that there is sex-specific modulation of gene expression and biological processes in the lung under hyperoxic conditions, which may contribute to sex-based differences in hyperoxic lung injury. It is increasingly appreciated that gender differences impact disease presentation and clinical trajectory of patients with ALI. While hormonal factors and differences in lung development are described as contributing factors, comprehensive evaluation of the transcriptomic profile as in this study provides a substantial opportunity to advance the understanding of sex-specific differences in the pathophysiology of hyperoxic lung injury, and could lead to insights about sex-related individualized therapy.

How the deposited data were processed for this re-analysis (not part of the article)

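Lung RNA of male and female C57BL/6J mice, kept for 48 h in hyperoxia or in room air, was measured on Affymetrix Mouse Gene ST arrays. There were 12 arrays, 3 in each of the 4 groups of sex and treatment, and each array held a pool of RNA of 4 mice. The authors deposited log2 values for each transcript cluster, made from the scanned probe signals by Robust Multichip Average, that is, background correction, quantile normalization across the arrays and a median polish over the probes of a cluster; its version is not given in the sources used here. These log2 values were used as deposited, for 35556 clusters, with no filter on dim clusters and no further normalization. Clusters were named from the annotation table of the platform, in which 21789 clusters had 1 gene symbol (19938 genes), 1621 had several and 12146 were not listed. Only clusters with 1 symbol are named, and some genes that the paper names, 5 of them in its Table 2, are not reported by name here. Values near the bottom of the log2 range come from probes close to background, and the number of arrays limits the precision of each value.

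The means of the 4 groups were fitted in one model with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes). The contrasts were hyperoxia against room air in each sex, the interaction (the male minus the female log2 fold change), and males against females in room air and in hyperoxia. A cluster was called at a Benjamini-Hochberg adjusted p under 0.05 within the contrast and a fold change of at least 1.4. Clusters called in 1 sex only were called in that sex and not in the other, which is the definition of the paper and not a test of the difference. The gene lists, 39 in number, were written before the data were examined, as were the design, the named genes' rule and the first set of alternatives. Each list was tested with camera from limma at a preset correlation of 0.01, with 1 cluster per gene (the one with the highest mean) and adjustment over the lists, and again with an estimated correlation and with fry. Counts adjusted over the list alone repeat the limma adjustment within the members of a list. Enrichment among the genes called in 1 sex or in both was tested with Fisher's exact test, 1-sided, against all 19938 genes. Lin's concordance correlation coefficient compared log2 of the PCR folds of the paper's Table 4 with the log2 fold changes of the arrays.

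The genes named in the text are, for females and males each, the 15 highest and 10 lowest called clusters with 1 symbol whose arrays did not overlap between the groups, the 10 smallest p-values each way for the interaction, in which fewer than 10 clusters were called, up to 5 highest and 5 lowest for each sex difference, every gene the study names, and up to 4 called members of each list with the largest change. Of a gene with several clusters the one with the highest mean was used, except for the clusters the study itself lists. The values of the paper's Tables 2 and 4 had been seen when this rule was written. The procedure was tested on simulated data, in which 200 of 35556 clusters were changed at each size. At log2 changes of 0.6, 1 and 2, 63, 86 and 95.5 percent were recovered in females, 67.5, 86.5 and 97 percent in males and 43, 71.5 and 92.5 percent in the interaction. These shares are of the simulated data. In the measured arrays the first component took 56.5 percent of the variation within groups. The interaction there had 516 clusters at an unadjusted p under 0.05 from limma, where chance alone gives 1777.8. Whether the same shares would be recovered in the measured arrays was not tested.

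The alternatives were the replicate number as a block, each sex or treatment fitted alone, eBayes with a trend and robust, weights for arrays, quantile normalization again, arrays centred on their median, clusters with a mean log2 of at least 5, 1 cluster per gene, no fold threshold, a threshold of 2, limma's treat, an adjusted p under 0.01, adjustment over all 5 contrasts, genes called in 1 sex defined by an unadjusted p of at least 0.05 in the other, an enrichment background without dim genes, the 7 PCR genes with a fold above 1, and leaving out each array in turn. After the data were seen, 6 were added: the mean of 14 squamous epithelium genes as a covariate, leaving out the 3 pools with the highest mean of these genes, the first 2 components of the variation within groups as covariates, the spread of the array as a covariate, the histone clusters with several symbols, and the PCR fold not converted to log2. Scan dates and slides are not given in the sources used here, so array batches were not tested. The annotations of the paper's pathway and gene ontology tests are not used here, and its histology, immunostaining, western blots and the PCR measurements themselves were not analysed here.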

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

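The tests with the squamous epithelium genes as a covariate for Pdk4, Fhl3, Sfn and Agr2, those without the 3 pools, those of the glucocorticoid response genes and dendritic cell markers within room air or hyperoxia with arrays left out or a covariate, that of the room air level of the neutrophil markers and that of the smallest share over all lists were chosen after the result was seen.

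In 15 of 39 gene lists the response to hyperoxia differed between the sexes by camera's test of the interaction at its preset correlation, and in 9 without female hyperoxia replicate 2. The median interaction, in log2, was above 0, a higher or less negative log2 fold change in males, for Nrf2 targets (0.11), cell cycle genes (0.061), histone genes (0.064), PPAR and fatty acid oxidation genes (0.069), glucocorticoid response genes (0.18), alveolar type 1 cell markers (0.067), alveolar type 2 cell markers (0.087), fat tissue genes (0.45) and red cell genes (0.21). It was below 0 for MAP kinase genes (-0.060), NF-kB genes (-0.024) and the markers of B cells (-0.24), neutrophils (-0.69), monocytes (-0.10) and dendritic cells (-0.078). The cell cycle, histone, alveolar type 1, alveolar type 2 and red cell lists had negative median fold changes in both sexes. For these a value above 0 is a smaller fall in males. The red cell list had 3 measured genes. With an estimated correlation camera passed 0 of the 39 interactions (4 at an unadjusted p under 0.05, smallest adjusted p = 0.178), and fry passed 0 (2 at an unadjusted p under 0.05, smallest adjusted p = 0.464). For the dendritic cell markers the median difference of males from females was -0.17 in hyperoxia and -0.06 in room air. In hyperoxia the adjusted p was 1.75e-13 from camera, 0.0388 with an estimated correlation and 0.0267 from fry. In room air these were 0.00103, 0.252 and 0.452. In hyperoxia, of 12 fits leaving out 1 array, 12 passed camera, 3 the estimated correlation and 4 fry. In room air 11 passed camera, 1 the estimated correlation and 0 fry, and camera did not pass without female room air replicate 1 (adjusted p = 0.0750). With the squamous epithelium covariate the adjusted p in hyperoxia was 2.46e-15 from camera, 0.0630 with an estimated correlation and 0.0644 from fry. For the glucocorticoid response genes the median difference of males from females was -0.21 in room air (camera adjusted p = 1.06e-13, adjusted p = 0.00706 with an estimated correlation, fry adjusted p = 0.0153) and -0.03 in hyperoxia (camera adjusted p = 0.0151, adjusted p = 0.272 with an estimated correlation, fry adjusted p = 0.609). In room air the p with an estimated correlation was 0.0683 without male room air replicate 1, 0.176 without male room air replicate 2 and 0.193 without the 3 pools richest in squamous epithelium genes, and that of fry 0.0692 without male room air replicate 2, 0.0510 without female room air replicate 3 and 0.332 without the 3 pools. In hyperoxia the camera call at the preset correlation is lost without male hyperoxia replicate 1 (adjusted p = 0.0783) or 2 (0.0706), female hyperoxia replicate 1 (0.195) or the 3 pools (0.204), and with the squamous epithelium covariate (0.0861).

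The mean of 14 genes of squamous epithelium, a tissue that the paper does not analyse, spanned 3.90 on the log2 scale across the arrays, a 14.9-fold range. Its highest values were in female hyperoxia replicate 1 and female room air replicates 1 and 3, and its group means were 9.83 in female room air, 9.71 in female hyperoxia, 8.81 in male room air and 8.56 in male hyperoxia. Krt4, a keratin of the oesophagus, stood at 11.14 ± 2.52 in female room air and 9.96 ± 2.49 in male room air (SD, n = 3 arrays). None of the 14 genes is on another list, and Krt5 and Krt15 are also genes of airway basal cells.

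Clusters called in 1 sex only numbered 1029, and 98.3 percent of those called in males and 97.8 percent of those called in females had the same sign in the other sex. With sex labels permuted within each treatment, 68 of 100 splits gave as many (highest other 4110), so that chance cannot be excluded for this number. Of 100 simulated data sets with equal effects in both sexes, 82 gave as many (median 1491.5, range 0 to 6406), which is consistent with noise at the thresholds. A difference between the sexes in single genes stays open, since an interaction that misses the threshold does not show an equal response.

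Pdk4, Fhl3 and Sfn were called in males only and Agr2 in females only. With the spread of the arrays as a covariate, the median interaction of the 4 genes was 1.03 times that without it. The spread (SD) ran from 1.81 to 1.90 in female room air and from 1.81 to 1.91 in female hyperoxia. In males it ran from 1.77 to 1.91 in room air and from 1.82 to 1.87 in hyperoxia. As these ranges overlap within each sex, this covariate could hardly move the interactions and cannot decide whether the spread caused the difference. With the squamous epithelium genes as a covariate the median interaction was 1.06 times that without it. The interactions were then 0.63 (0.29) for Pdk4, 0.52 (0.15) for Sfn, 1.00 (0.40) for Agr2 and 0.41 (0.31) for Fhl3. Standard errors are in brackets, and each had an adjusted p of 1.00 from limma. Without the 3 pools richest in those genes the median was 0.544 times that over the 12 arrays. There the interactions were 0.34 for Pdk4, 0.25 for Sfn, 0.37 for Agr2 and, turned in sign, -0.35 for Fhl3. That fit leaves 1 female room air array and takes its spread from the other groups, so it cannot decide the question. Without the covariate the interactions over the 12 arrays were 0.60 for Pdk4, 0.49 for Sfn, 0.98 for Agr2 and 0.37 for Fhl3. With the covariate none of the 4 shrank. The mean of the squamous epithelium genes changed little with hyperoxia, from 9.83 to 9.71 in females and from 8.81 to 8.56 in males. Such a covariate could hardly move the interactions, so it cannot decide whether this tissue caused their difference in fold change. The covariate lowered the standard error in females from 0.30 to 0.20 for Pdk4, from 0.34 to 0.22 for Fhl3 and from 0.25 to 0.11 for Sfn, and 3 of the 4 genes were then called in both sexes, a threshold set after the value was seen. This may mean that tissue around the lung added spread that hid the female change of these 3, while Agr2 stayed at an adjusted p of 0.392 in males from limma, and a difference between the sexes remains open for all 4.

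Neutrophil markers had a median interaction of size 0.69, made of a male excess of 0.44 in room air and a difference of -0.25 in hyperoxia, with S100a9, an abundant neutrophil protein, at 9.76 ± 0.40 in male and 9.13 ± 0.57 in female room air (SD, n = 3 arrays). With the squamous epithelium genes as a covariate the median interaction was 0.9909 times that without it. The mean of those genes changed little with hyperoxia, from 9.83 to 9.71 in females and from 8.81 to 8.56 in males. Such a covariate could hardly move the interaction, so it cannot decide about that tissue. Without the 3 pools richest in those genes the ratio was 1.11, but that fit leaves 1 female room air array, so it cannot decide. Of 200 distinct relabellings of sex within treatments, a share of 0.03 gave a median as large (the smallest they can give is 0.005), but the list was picked among 39, and in a share of 0.565 of the relabellings some list had a share as small, so the bound of 0.05 set beforehand for 1 list was too lenient and random grouping cannot be excluded. The room air difference made up 0.6373 of the interaction, between the bounds set for and against more neutrophil RNA in the male room air pools, so the 2 cannot be told apart from a response to hyperoxia that differs by sex. Camera's adjusted p for this interaction ran from 2.96e-25 to 3.22e-06 leaving out 1 array and was 0.243 with an estimated correlation. The highest adjusted p over the planned settings and set tests came from fry, at 0.656, and at 0.796 for B cell markers.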

How the results depend on the processing

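The settings with covariates, without 3 pools and with the PCR fold not converted to log2 were chosen after the data were seen. No called fold change of a named gene reversed in the settings run for single genes, which leave out those with components or the spread of the arrays as covariates, and of 123 named genes called in females 23 lost the call without the 3 pools richest in squamous epithelium genes, which leaves fewer female arrays. Counts for females, males, both sexes, females only and males only were 6293, 6864, 5382, 911 and 1482 with no fold threshold, 376, 431, 323, 53 and 108 at a threshold of 2 and 514, 599, 455, 59 and 144 with treat, as each threshold itself sets. Array weights, whose fit stopped before it converged, gave 3629 in females, 1710 in females only and 511 between the sexes in hyperoxia, and the cause was not tested. With 1 cluster per gene, which tests fewer clusters, 234 were called in females only and 430 in males only, and without the 3 pools 1073 in males only. Adjusted over all 5 contrasts, 16 interactions, 12 sex differences in room air and 31 in hyperoxia were called, of which 4 interactions have 1 symbol (Ccl17, Cd69, Csf3r and Sytl5). Pooling the contrasts eases the threshold for these, because the hyperoxia contrasts hold many small p-values. Adjusted within the interaction, 0 clusters were called. The first 2 components as covariates gave 8 and 23 sex differences in room air and in hyperoxia, and the spread of the arrays 8 in room air, and the cause was not tested. Leaving out 1 array gave 2174 to 2434 calls in females, 2411 to 2751 in males, 1816 to 1932 in both, 348 to 570 in females only (570 without female hyperoxia replicate 2), 559 to 887 in males only, 0 interactions throughout (limma, 516 at an unadjusted p under 0.05 over the 12 arrays), 5 sex differences in room air and 5 to 6 in hyperoxia. The fold changes of the sexes had r of 0.950 to 0.973 over clusters called in either and 0.719 to 0.842 over all (0.719 without female hyperoxia replicate 2), and the concordance with PCR was 0.850 to 0.869 in males and 0.824 to 0.853 in females, against 0.678 and 0.634 over 7 genes and 0.215 and 0.170 with the PCR fold not converted to log2. Lists that passed camera numbered 23 to 26 in females, 22 to 25 in males and 9 to 21 in the interaction (9 without female hyperoxia replicate 2). With an estimated correlation 6 lists passed in females, 6 in males and 0 in the interaction, and fry passed 25, 28 and 0. With 1-sex-only genes defined by an unadjusted p of at least 0.05 in the other sex, 1 list was enriched in females only. Interactions of lists turned direction and passed camera for sex chromosome genes (adjusted p = 0.0219 without male room air replicate 2, range over left-out arrays 0.0219 to 0.938), cholesterol and fatty acid synthesis genes (0.0395 without female room air replicate 2, range 0.0395 to 0.917) and, without the 3 pools, acetyl-CoA (0.0327), aryl hydrocarbon receptor (0.0327) and skeletal muscle genes (0.0237), and the cause was not tested. In the direction of the 12 arrays, acetyl-CoA passed without female room air replicate 2 (0.000229) or female hyperoxia replicate 1 (0.0267), skeletal muscle genes without female room air replicate 2 (0.00126), and cholesterol and fatty acid synthesis genes without the 3 pools (0.0176). The replicate numbers did not pair the arrays: 6 of 18 pairs of one number had a correlation of their deviations over 0.1 (median -0.233), and 3 of 12 arrays correlated best with their own number. With the number as a replicate block, 2236 clusters were called in females, 2500 in males, 1879 in both, 357 in females only, 621 in males only, 0 in the interaction, and 5 and 5 between the sexes in room air and hyperoxia, and the block changed no list call and ended the named calls of Bpifb1 and Clec9a in females, Clec9a in males and Ccl17 in hyperoxia (adjusted p = 0.137 from limma, range over the settings that end it 0.0575 to 0.625). The counts not given here were within 1.5 times those reported in the settings run. Signal near background limits the dim clusters, and leaving them out changed no camera call.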

Differences from the paper's values

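The settings with a covariate or without 3 pools, which enter the range for Bdnf, and the PCR fold not converted to log2 were chosen after the data were seen. Lin's concordance correlation coefficient between the arrays and PCR was 0.862 in males, where the paper gives 0.71, and 0.845 in females, where the paper gives 0.69, over the 9 genes of the paper's Table 4. The paper's text speaks of 10 genes, its methods name the log2 fold change of the arrays and the fold change of PCR, and its Figure 6 names log2 for both, so the coefficients may not be of the same genes or scale. With the PCR fold not converted to log2, chosen after the values were seen, the coefficient was 0.215 in males and 0.170 in females. Of the alternatives set beforehand, that with the 7 genes of a PCR fold above 1 gave 0.678 in males and 0.634 in females. These differ from the paper's values by less than 0.0675 and 0.0870, the jackknife standard errors of the coefficients over 9 genes. No standard error was computed for the 7 genes. They were picked by the PCR fold itself, while the paper plots every gene it tested, so their nearness does not explain the difference. Leaving out each array in turn did not bring either coefficient that near.

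The paper lists Bdnf as upregulated in females by its array threshold. Here its log2 fold change in females was 0.47 (limma, adjusted p = 0.0219), short of a 1.4-fold change. It was called after quantile normalization again (0.50, adjusted p = 0.0114), with arrays centred on the median (0.51, adjusted p = 0.0101), without female room air replicate 2 (0.56, adjusted p = 0.0138), without female hyperoxia replicate 1 (0.54, adjusted p = 0.0220) or 3 (0.50, adjusted p = 0.0445), and with no fold threshold. Its adjusted p ran from 0.000368 to 0.345 over the settings run. Centring on the median, which calls Bdnf, also left differences of only -0.00488 to 0.00455 from 19 values of the paper's Table 2. The paper does not state such a step.

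The paper's Table 2 gives 1 log2 fold change per gene and does not name the sex for the common genes. With the female values here for the common genes and the male values for the genes of males, the paper's value was higher in 19 of 19, by a median of 0.04. With the male values for the 16 common genes, it was higher in 8 and lower in 8, with differences from -0.24 to 0.50. In the first comparison, with quantile normalization again the median difference was 0.05, and with arrays centred on the median the differences lay between -0.00488 and 0.00455, and this is the setting under which the values fall within the paper's. The paper has a larger share of higher genes among its calls. As deposited, 55.0 percent of the calls in females and 53.7 percent in males were higher, against 62.4 and 62.4 percent with arrays centred on the median.

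The paper gives the MAP kinase pathway as inhibited in males and activated in females. The list of MAP kinase immediate early and feedback genes had a median log2 fold change of 0.73 in females and 0.69 in males, higher in both sexes by camera, and these are target and feedback genes, not the pathway topology that the paper scored. The paper gives NF-kB as inhibited in males; the median of the NF-kB list was 0.04 in males and 0.05 in females, and camera did not pass in either sex (adjusted p = 0.0657 in females and 0.348 in males), while fry, which does not compare the list with other genes, passed upwards in both (adjusted p = 0.00105 in females and 0.00987 in males). Of the genes the paper names for this pathway, Il1b fell and Nfkbia rose in males here too. The interaction moved downwards for the MAP kinase list (camera adjusted p = 0.00156) and for the NF-kB list (0.0211). With an estimated correlation the adjusted p was 0.372 for each. Leaving out 1 array took the camera value up to 0.0485 for the MAP kinase list and 0.147 for the NF-kB list. The paper's pathway table gives systemic lupus erythematosus and alcoholism as activated for genes exclusive to females. Histone genes, which both pathways hold, had a median of -0.27 in females and -0.18 in males, with 9 lower and 0 higher in females after quantile normalization again and 7 lower and 0 higher with arrays centred on the median. The paper speaks of Ccl17 in females. Here Ccl17 was called in both sexes, with log2 fold changes of 1.63 in females and 0.97 in males (limma, adjusted p of the interaction = 1.00). Adjusted over all 5 contrasts, which is more lenient for the interaction, its interaction of -0.66 was called (adjusted p = 0.0392 from limma).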

Other observations

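The test of the interaction over other splits and the relations of the first component were chosen after the result was seen, and the lists below were fixed with the others.

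Of 32 ATF4 and amino acid stress genes, 27 rose in females and 28 in males, with the same counts adjusted over the list alone (camera adjusted p = 9.22e-29 in females and 9.32e-27 in males, and adjusted p = 0.00176 and 0.00229 with an estimated correlation). Asns, asparagine synthetase, had log2 fold changes of 2.12 in females and 2.22 in males, and Atf3, a stress transcription factor, 2.65 in females and 2.47 in males. Of 15 glucocorticoid response genes, 8 rose in females (9 adjusted over the list alone) and 11 in males (11 adjusted over the list alone), with camera adjusted p = 9.36e-10 in females and 7.63e-11 in males, and adjusted p = 0.00726 and 0.00907 with an estimated correlation. Of 17 circadian clock genes, 7 rose in females and 6 rose and 1 fell in males, the same adjusted over the list alone (camera adjusted p = 0.000699 in females and 0.00412 in males, and adjusted p = 0.170 and 0.283 with an estimated correlation). Among these Nfil3, a repressor of the clock, had 1.19 in females and 1.08 in males, Ciart 1.09 in females and 0.78 in males and Bhlhe40 0.89 in females and 0.97 in males. Of 21 cholesterol and fatty acid synthesis genes, 6 rose and 3 fell in females and 5 rose and 2 fell in males, the same adjusted over the list alone (camera adjusted p = 0.430 and 0.568). Lss, lanosterol synthase of the cholesterol pathway, had 0.99 in females and 1.06 in males. The standard errors of these single-gene changes were 0.07 to 0.12.

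Of 14 alveolar type 2 cell markers, 9 fell in females and 7 in males and 0 rose, with the same counts adjusted over the list alone (camera adjusted p = 2.38e-10 in females and 1.20e-09 in males, and adjusted p = 0.170 and 0.241 with an estimated correlation). Lpcat1, an enzyme of surfactant lipid, had log2 fold changes of -0.90 in females and -0.75 in males, and Muc1, a surface mucin, -0.91 in females and -0.83 in males. Of 14 alveolar type 1 cell markers, 4 rose and 1 fell in each sex, the same adjusted over the list alone (camera adjusted p = 0.563 in females and 0.990 in males). The one that fell, Rtkn2, had -1.97 in females and -1.56 in males, and Igfbp2, which binds insulin-like growth factors, rose with 0.61 in females and 0.71 in males. Of 8 mast cell markers 2 fell in each sex, the same adjusted over the list alone (camera adjusted p = 0.0108 in females and 0.128 in males, and adjusted p = 0.134 and 0.303 with an estimated correlation). These were Kit, the receptor for stem cell factor, with -1.52 in females and -1.62 in males, and Hdc, which makes histamine, with -1.32 in females and -1.40 in males. Of 15 interferon-stimulated genes, 1 rose and 4 fell in females and 1 rose and 6 fell in males, the same adjusted over the list alone (camera adjusted p = 0.00627 in females and 0.00245 in males, and adjusted p = 0.293 and 0.298 with an estimated correlation), with Ifit3 at 1.10 in females and 1.25 in males and Cmpk2 at -0.81 in females and -0.77 in males. The standard errors of these single-gene changes were 0.06 to 0.13.

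Between males and females, limma called 5 clusters in room air (869 at an unadjusted p under 0.05) and 6 in hyperoxia (1160). The genes named in room air lie on the sex chromosomes: Eif2s3y, Uty and Kdm5d of the Y chromosome were higher in males with log2 differences of 4.31, 4.01 and 2.96, and Xist, the RNA that silences an X chromosome, was lower with -5.67 (adjusted p = 5.65e-06), while 1 of the called clusters has no single symbol. Xist stood at 12.70 ± 0.17 in female and 7.03 ± 0.64 in male room air, and 12.76 ± 0.08 in female and 7.04 ± 0.15 in male hyperoxia (SD, n = 3 arrays), which goes with the sex given in the labels.

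Splits of the arrays other than the real one were counted. For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. In females 1 split, the real one, gave as many as 2318 calls (highest other 0), in males 1 as many as 2609 (highest other 0), and for the sex difference 1 as many as 5 in room air (highest other 0) and 1 as many as 6 in hyperoxia (highest other 0). For the 1949 clusters called in both sexes, 1 of 100 combined splits gave as many (highest other 0), so chance can be excluded. For the interaction, with 0 clusters called by limma, 100 of 100 splits with sex permuted within treatments gave as many, as any split must with a count of 0, so the splits decide nothing about it. The highest of these splits called 4392 clusters, which points to a structure of the samples: its one side held male room air replicates 1 and 3, female room air replicate 2, male hyperoxia replicate 1 and female hyperoxia replicates 1 and 3. The first component of the variation within groups took 56.5 percent of it and the second 16.3 percent. Over the 12 arrays, as deviations from the group means, the first followed the spread of the log2 values of an array, with Pearson r = 0.99 and Spearman rho = 0.99 (exact permutation within groups, p = 0.00154 for both, adjusted over 2 relations 0.00309), and r = 0.98 without the 2 farthest arrays. Against the mean of the squamous epithelium genes it had Pearson r = 0.52 and Spearman rho = 0.51 (exact permutation within groups, p = 0.158 and 0.175, adjusted the same), and r = 0.33 without the 2 farthest, although Krt13, Krt4 and Sprr3 are among its leading genes. Interaction calls were made in 3 of the splits.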
